# The chromatin remodeling factor ISW-1 integrates organismal responses against nuclear and mitochondrial stress

**DOI:** 10.1038/s41467-017-01903-8

**Published:** 2017-11-28

**Authors:** Olli Matilainen, Maroun S. Bou Sleiman, Pedro M. Quiros, Susana M. D. A. Garcia, Johan Auwerx

## Abstract

Age-associated changes in chromatin structure have a major impact on organismal longevity. Despite being a central part of the ageing process, the organismal responses to the changes in chromatin organization remain unclear. Here we show that moderate disturbance of histone balance during *C*. *elegans* development alters histone levels and triggers a stress response associated with increased expression of cytosolic small heat-shock proteins. This stress response is dependent on the transcription factor, HSF-1, and the chromatin remodeling factor, ISW-1. In addition, we show that mitochondrial stress during developmental stages also modulates histone levels, thereby activating a cytosolic stress response similar to that caused by changes in histone balance. These data indicate that histone and mitochondrial perturbations are both monitored through chromatin remodeling and involve the activation of a cytosolic response that affects organismal longevity. HSF-1 and ISW-1 hence emerge as a central mediator of this multi-compartment proteostatic response regulating longevity.

## Abstract (web summary)

Changes in chromatin structure have been linked to organismal ageing. Here the authors show that altered histone expression and mitochondrial stress during *C. elegans* development result in chromatin changes and a cytosolic stress response that affects organismal longevity, and depends on HSF-1 and the chromatin remodeller, ISW-1.

## Introduction

Organismal gene expression in response to stress is regulated through multiple mechanisms^1^. One of these mechanisms is modulation of chromatin structure, which plays an essential role in cellular stress tolerance. Therefore, epigenetic modulators have emerged as nodal points in stress responses and longevity. For example, mitochondrial stress in *Caenorhabditis* *elegans* promotes global chromatin silencing through H3K9me2 methylation^2^. In parallel to the widespread silencing, chromatin loci that harbor stress response genes are opened to allow the binding of transcription factors DVE-1 and ATFS-1 to initiate the mitochondrial unfolded protein response (UPR^mt^)^2^. Along with global histone methylation^2^, the histone H3K27me3 and H3K27me2 demethylases, JMJD-3.1 and JMJD-1.2, are required for specific H3K27 demethylation and activation of UPR^mt^ genes upon mitochondrial stress^3^. Importantly, both epigenetic mechanisms, H3K9me2 methylation and H3K27me2/3 demethylation, are prerequisite for mitochondria-mediated extension of lifespan^2,3^, highlighting an essential crosstalk between mitochondria and the epigenome^4^. In addition to its role in the UPR^mt^, JMJD-3.1-mediated H3K27me3 demethylation maintains the heat-shock response after the onset of reproduction^5^, indicating that epigenetic modifications are widely involved in cellular stress responses. Importantly, the epigenome itself is affected by ageing, which causes widespread changes in chromatin structure through alterations in processes, such as DNA methylation, histone modifications, chromatin remodeling, and heterochromatin packaging^6^. In addition to changes in epigenetic modifications, ageing is associated with the loss of histone proteins^7–9^. These age-associated epigenetic changes have a central role in the progression of ageing, as they contribute to genomic instability, mitochondrial dysfunction, and loss of proteostasis^6^. While the role of epigenetic modifications in stress responses and longevity is beginning to unravel, it is unknown how cells and organisms respond against changes in the epigenome.

Here, by using *C*. *elegans*, we show that perturbation of the histone balance activates a cytosolic stress response manifested by the induction of small heat-shock proteins (sHSPs). This stress response is not only dependent on HSF-1 but also on the chromatin remodeling factor ISW-1. Moreover, ISW-1 is required and sufficient to activate the cytosolic chaperone-mediated stress response, which leads to extended lifespan. Remarkably, also mitochondrial perturbations cause changes in histone levels, thereby activating the same HSF-1- and ISW-1-dependent cytosolic stress response. These data demonstrate that nucleus and mitochondria share a common stress response, which enhances the cytosolic proteostasis.

## Results

### Histone and mitochondrial stress modulate histone levels

As increased histone expression extends lifespan in yeast^7^, we asked which cellular processes are modulating histone levels within the organism. Interestingly, it has been shown that decreased histone expression and deficient nucleosome assembly increases mitochondrial DNA copy number, oxygen consumption, ATP synthesis, and oxidative phosphorylation in yeast^10^. However, it is not clear whether mitochondrial perturbation affects histone expression. To examine this, we treated *C*. *elegans* with RNAi against *cco-1*, a subunit of mitochondrial respiratory chain complex IV, and examined histone expression by quantitative reverse transcriptase-PCR (qRT-PCR). *cco-1* RNAi did not have a major effect on core histone expression, although it slightly increased the expression of the H3 genes (Supplementary Fig. 1a). In addition to histone H3 genes, *cco-1* RNAi increased the expression of *htz-1* (ortholog of mammalian H2A.Z) and the H1 linker histone gene *hil-1*, whereas the H1 linker histone gene, *his-24*, was downregulated (Supplementary Fig. 1a). In parallel with mitochondrial stress, we also asked how moderate histone stress via *his-3* RNAi, which targets nine different histone H2A genes, affects histone expression. Unlike many RNA interference (RNAi) clones targeting histones, *his-3* RNAi was selected for experiments, as it did not cause any visible developmental defects (data not shown). Treatment with *his-3* RNAi increased the expression of all measured histone genes except that of *his-24* (Supplementary Fig. 1a), suggesting that decreased expression of a subset of histone genes leads to compensatory effects. Although *cco-1* RNAi resulted in milder changes in histone expression compared to *his-3* RNAi (Supplementary Fig. 1a), western blot analysis showed that both treatments affect histone protein levels in a similar manner. *cco-1* RNAi increases the protein levels of histone H2B and H3, whereas the levels of histone H2A and H4 remain unchanged (Fig. 1a). Similarly, *his-3* RNAi elevated histone H2B and H3 protein levels but did not affect histone H4 and slightly decreased the H2A protein level (Fig. 1a). By histone H3 immunoblotting, we found that, in addition to *cco-1* knockdown, also RNAi against *mrps-5*, a mitochondrial ribosomal protein, and treatment with doxycycline, an antibiotic that interferes with mitochondrial translation^11,12^, increases histone H3 content (Fig. 1b), hence further supporting the observation that mitochondrial perturbation modulates histone abundance. Altogether, these results demonstrate hence that both mitochondrial stress and perturbation of histone balance modulate histone protein levels. These data also indicates that alterations in histone abundance are not only due to changes in transcription, as both *cco-1* and *his-3* RNAi affect histone protein levels in a similar manner, although histone transcript levels differ between these two conditions.

**Fig. 1:**
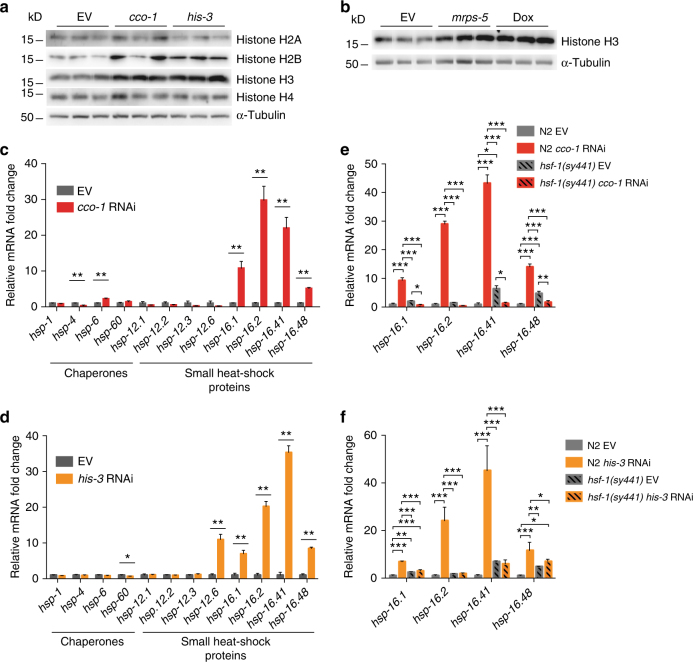
Mitochondrial and histone stress modulate histone levels and trigger sHSP response. **a** Histone western blots from N2 worms after treatment with *cco-1* or *his-3* RNAi. Results shown are from three technical replicates. Similar results were obtained in two to three independent experiments. **b** Histone H3 western blots from N2 worms after treatment with *mrps-5* RNAi or doxycycline (Dox). Results shown are from three technical replicates. Similar results were obtained in two to three independent experiments. **c**,** d** Chaperone expression in N2 worms after treatment with **c** *cco-1* or **d** *his-3* RNAi. In **c** and **d**, N2 worms were collected for qRT-PCR analysis at L4 stage. Bars represent mRNA levels relative to empty vector with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01; unpaired Student’s *t*-test). **e**, **f** sHSP expression in N2 and *hsf-1*(*sy441*) mutant worms after treatment with **e** *cco-1* or **f** *his-3* RNAi. In **e** and **f**, worms were collected for qRT-PCR analysis at L4 stage. Bars represent mRNA levels relative to N2 worms treated with empty vector with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA with Tukey’s post test)

### Histone and mitochondrial stress activate HSF-1 response

As both *cco-1* and *his-3* RNAi modulate histone gene expression and protein levels (Fig. 1a and Supplementary Fig. 1a), we asked whether they have similar effects on global gene expression. 

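mRNA was sequenced from 9 separate worm cultures, 3 fed bacteria carrying the empty vector (EV), 3 fed *cco-1* RNAi and 3 fed *his-3* RNAi, each started at the L1 stage and harvested at L4. Stranded libraries of polyadenylated RNA were run together on a single lane. The authors aligned the reads to the *C. elegans* genome and counted the reads on each gene, and the deposited table holds these whole-number counts for 46739 genes, neither normalized nor filtered. Between 25129763 and 32017517 reads per library lay on genes, with a median of 29119625 for EV, 27889589 for *cco-1* RNAi and 27892514 for *his-3* RNAi (n = 3 libraries each). Reads that aligned to several places were left uncounted by the authors and made up between 6.30 and 7.27% of the reads in the table of each library. The 16817 genes with more than 5 reads in more than 3 libraries were tested, as in the paper's methods. Counts were scaled between libraries by edgeR's TMM method, and the normalized counts given here are in units of a library of average effective size. Each treatment was compared with EV by edgeR's quasi-likelihood F test in a single fit of the 9 libraries, with Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of F. The biological coefficient of variation within groups was 4.92%. *cco-1*, which the annotation lists as *cox-5B* (WBGene00000371), lies on chromosome I of WBcel235 from 9788725 to 9790050 and encodes a subunit of complex IV. Its normalized count was 12649 ± 125 in EV, 4713 ± 209 with *cco-1* RNAi and 9435 ± 187 with *his-3* RNAi (SD, n = 3 each). The log2 fold change of *cox-5B* was −1.42 with *cco-1* RNAi (standard error 0.0462, adjusted p = 4.92e-14) and −0.42 with *his-3* RNAi (standard error 0.045, adjusted p = 6.29e-07). The histone H2A gene *his-3* (WBGene00001877, chromosome V, 16040808 to 16041191) had a normalized count of 175 ± 5.33 in EV, 17.7 ± 4.49 with *cco-1* RNAi and 109 ± 10.0 with *his-3* RNAi (SD, n = 3 each). Its log2 fold change was −0.68 with *his-3* RNAi (standard error 0.111, adjusted p = 6.44e-05) and −3.28 with *cco-1* RNAi (standard error 0.162, adjusted p = 1.33e-11). H2A genes are nearly identical in sequence, and the reads that fit several of them, left uncounted, limit the values of *his-3*.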

To examine this, we performed mRNA sequencing with *cco-1* and *his-3* RNAi-treated worms. Even though *cco-1* RNAi resulted in more pronounced changes in gene expression, both RNAi treatments share differentially expressed genes when compared to EV control, with four times more shared induced genes than repressed ones (199 up vs. 51 down, Supplementary Fig. 1b). 

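With *cco-1* RNAi, 1836 of the 16817 genes (10.9%) had an adjusted p under 0.05 and a log2 fold change of at least 2 in size, of which 724 were higher and 1112 lower than in EV. With *his-3* RNAi, 664 genes (3.95%) passed the same thresholds, of which 544 were higher and 120 lower. The number of differentially expressed genes was thus 2.77 times as large with *cco-1* RNAi. Among all 16817 genes tested, all 3 treated libraries lay on the same side of all 3 EV libraries for 12730 genes with *cco-1* RNAi and 10096 with *his-3* RNAi, where chance gives 10% of genes. Both treatments raised 276 genes and lowered 38 genes past these thresholds, a ratio of 7.26. Independent lists of these sizes would share 23.4 genes up and 7.94 genes down (one-sided Fisher's exact test, p = 4.51e-244 and p = 1.12e-16), although genes are not independent of each other and both comparisons use the same EV libraries. The shared induced genes made up 50.7% of the genes higher with *his-3* RNAi and 38.1% of those higher with *cco-1* RNAi, and the shared repressed genes 31.7% and 3.42% of those lower. Of the settings tried, leaving out the fold change threshold moved the overlap most, to 2867 genes up and 2760 genes down. Among the 5 shared induced genes whose smaller change was largest, *acs-2* (WBGene00009221, chromosome V, 15567394 to 15569897) rose from 22.7 ± 11.0 normalized counts in EV to 5675 ± 129 with *cco-1* RNAi and 5058 ± 931 with *his-3* RNAi (SD, n = 3 each). The log2 fold changes of *acs-2* were 7.99 (standard error 0.182, adjusted p = 5.49e-16) and 7.82 (standard error 0.183, adjusted p = 4.80e-15). The non-coding RNA *tts-1* (WBGene00006650, chromosome X, 1504131 to 1504841) rose by 6.68 (standard error 0.131, adjusted p = 9.37e-17) and 7.52 (standard error 0.129, adjusted p = 1.79e-16). The other members of this list, *dod-21*, *F57G4.1* and WBGene00021746, had at most 1 read in each EV library, so that only a lower bound of their change can be given. Of the shared repressed genes, *pud-4* (WBGene00017498, chromosome V, 2326678 to 2327282) fell from 2229 ± 65.0 normalized counts to 51.6 ± 16.7 and 82.9 ± 9.64 (SD, n = 3 each), with log2 fold changes of −5.42 and −4.75 (standard errors 0.108 and 0.098, adjusted p = 1.14e-16 and 1.03e-15). The vitellogenin gene *vit-3* (WBGene00006927, chromosome X, 3567355 to 3572549) changed by −8.45 with *cco-1* RNAi and by −4.26 with *his-3* RNAi (standard errors 0.174 and 0.112, adjusted p = 1.54e-16 and 1.88e-14). The value with *cco-1* RNAi rests on 2, 22 and 34 reads, and ran from −9.183 to −7.895 with a library left out.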

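Gene sets were drawn up by gene symbol, before any value was examined, for the classes of genes that the paper discusses and for other large families. The genes of the mitochondrial genome and *cox-5B* were entered after the annotation had been read. GO gene sets were not used here. For each treatment, the 16817 genes were ranked by their log2 fold change against EV and 23 sets of 5 to 1000 genes were tested with fgsea, with 100000 permutations of genes. A positive normalized enrichment score means that the members of a set lie toward the induced end of the ranking. The adjusted p of a set is by Benjamini-Hochberg over the 23 sets within a treatment, and for some sets it rests on the smallest p that the permutations can give. Permuting genes treats the members of a set as independent.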

To examine which cellular processes are affected by the two RNAi treatments, we performed gene set enrichment analysis (GSEA) using gene ontology (GO) terms as well as manually curated gene sets that contain the chromatin remodelers and heat-shock proteins (Supplementary Fig. 1c and Supplementary Table 1). As expected, the GSEA analyses for cellular component GO terms showed that *cco-1* RNAi feeding resulted in the enrichment of mitochondrial terms, while *his-3* RNAi leads to the upregulation of genes associated with the term chromosome. 

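The mitochondrial set held 155 tested genes encoding subunits of the respiratory chain and of the mitochondrial ribosome, import factors, chaperones and the proteins of the mitochondrial genome. With *cco-1* RNAi its normalized enrichment score was 1.75 (permutation test, adjusted p = 0.000214, the smallest the permutations can give), and 120 of the genes were higher than in EV and 11 lower at an adjusted p under 0.05. Their median log2 fold change was 0.30. Of its parts, the import factors and chaperones scored 1.89 (permutation test, adjusted p = 0.00153), the mitochondrial ribosome 1.56 (adjusted p = 0.0115), the nuclear genes of oxidative phosphorylation 1.38 (adjusted p = 0.0753) and the genes of the mitochondrial genome 1.17 (adjusted p = 0.342). With *his-3* RNAi the mitochondrial set scored −2.88 (permutation test, adjusted p = 0.000435, the smallest the permutations can give), with 140 genes lower. In place of the permutation of genes, the camera test allows for correlation between the genes of a set. With *cco-1* RNAi the camera test gave adjusted p = 0.057 for the mitochondrial set and adjusted p = 0.996 for the chromosome set. All camera values given here are adjusted by Benjamini-Hochberg over the 23 sets within a treatment. The DnaJ gene *dnj-10* (WBGene00001028, chromosome III, 8631165 to 8633565) had a log2 fold change of 1.33 with *cco-1* RNAi (standard error 0.0418, adjusted p = 3.37e-14). The ribosomal protein gene *mrpl-39* (WBGene00044344, chromosome V, 1821579 to 1823096) changed by −0.77 with *his-3* RNAi (standard error 0.044, adjusted p = 2.77e-10) and by 0.054 with *cco-1* RNAi (adjusted p = 0.266). The chromosome set held 142 tested genes, the core histones and genes for chromosome structure. It scored 2.13 with *his-3* RNAi (permutation test, adjusted p = 9.95e-05, the smallest the permutations can give), with 79 genes higher and 10 lower, and −1.60 with *cco-1* RNAi (permutation test, adjusted p = 0.00196), with 46 genes higher and 46 lower. Without the core histones the scores were 1.11 (adjusted p = 0.41) with *his-3* RNAi and 0.424 (adjusted p = 1) with *cco-1* RNAi. Among the 37 core histone genes tested, 30 were higher with *his-3* RNAi and 23 were lower with *cco-1* RNAi, with median log2 fold changes of 2.22 and −0.75. The gene of the chromosome set with the lowest p with *his-3* RNAi was *his-40* (WBGene00001914, chromosome X, 7310110 to 7310520), which went from 116 ± 13.5 in EV to 1261 ± 99.3 with *his-3* RNAi and 16.6 ± 4.00 with *cco-1* RNAi (SD, n = 3 each).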

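Nucleic acid binding was examined with a pair of gene families, transcription factors and other DNA-binding factors (296 genes tested) and RNA-binding factors (83 genes tested). The DNA-binding set scored 2.00 with *cco-1* RNAi (permutation test, adjusted p = 0.000239, the smallest the permutations can give), with 159 genes higher than in EV and 38 lower at an adjusted p under 0.05. The camera test in place of the permutation of genes gave adjusted p = 0.12. With *his-3* RNAi its score was 1.14 (permutation test, adjusted p = 0.265), with 86 genes higher and 54 lower. The RNA-binding set scored −0.847 with *cco-1* RNAi (permutation test, adjusted p = 0.821) and −0.820 with *his-3* RNAi (adjusted p = 0.904), with 16 and 22 genes higher and 33 and 45 lower. Its median log2 fold change was −0.067 and −0.14 in the 2 treatments. Scaling libraries to *act-1* and *pmp-3* moved the median of all genes to 0.17 and 0.31 and that of this set to 0.0997 and 0.15. Relative to all genes, the median of the set stayed at −0.073 and −0.16 under each of 5 scalings, which move all genes about alike and so could not change it. The nuclear hormone receptor gene *nhr-115* (WBGene00003705, chromosome V, 2292540 to 2294800) had a log2 fold change of 2.82 with *cco-1* RNAi (standard error 0.084, adjusted p = 1.60e-14) and 0.35 with *his-3* RNAi (standard error 0.101, adjusted p = 0.00811). *nhr-6* (WBGene00003605, chromosome III, 3573581 to 3578771) rose in both, by 2.61 (standard error 0.136, adjusted p = 2.80e-11) and 3.05 (standard error 0.128, adjusted p = 5.43e-12). The helicase gene *ddx-27* (WBGene00022148, chromosome I, 1767887 to 1790157) had log2 fold changes of −0.61 (adjusted p = 4.12e-09) and −0.58 (adjusted p = 1.89e-08).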

When molecular function was analyzed, however, some common terms relating to nucleic acid binding emerged, indicating a certain convergence in the response to the two RNAi treatments despite the clearly different subcellular compartmentalization of the targeted gene products. 

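The immune set joined gene families named for antimicrobial and pathogen responses, such as the C-type lectins, lysozymes and *pals* genes, with 244 genes tested. With *his-3* RNAi it scored 1.60 (permutation test, adjusted p = 0.000243), with 100 genes higher than in EV and 75 lower at an adjusted p under 0.05, and 48 and 15 of them past the fold change threshold. With *cco-1* RNAi its score was −1.12 (permutation test, adjusted p = 0.282), with 97 genes higher and 95 lower, and 40 and 34 of them past the fold change threshold. The sign of this score changed with the processing, and it was 1.36 (permutation test, adjusted p = 0.00988) with libraries scaled to *act-1* and *pmp-3*. The stress and detoxification set joined cytochrome P450, glutathione S-transferase, UDP-glucuronosyltransferase and similar genes, with 186 genes tested. It scored 2.14 with *cco-1* RNAi (permutation test, adjusted p = 0.000214, the smallest the permutations can give), with 103 genes higher and 60 lower. The camera test in place of the permutation of genes gave adjusted p = 0.179 for the immune set with *his-3* RNAi. For the stress and detoxification set with *cco-1* RNAi the camera test gave adjusted p = 0.219. With *his-3* RNAi it scored −2.03 (permutation test, adjusted p = 0.000524, the smallest the permutations can give), with 52 genes higher and 97 lower. The lectin gene *clec-4* (WBGene00012583, chromosome II, 12578331 to 12581113) rose from 136 ± 8.01 normalized counts in EV to 3495 ± 212 with *cco-1* RNAi and 814 ± 14.7 with *his-3* RNAi (SD, n = 3 each), log2 fold changes of 4.68 (standard error 0.0668, adjusted p = 3.47e-18) and 2.58 (standard error 0.0734, adjusted p = 4.68e-14). For *clec-60* (WBGene00014046, chromosome II, 10480043 to 10481874) the log2 fold changes were 0.56 (standard error 0.189, adjusted p = 0.0153) and 5.57 (standard error 0.106, adjusted p = 5.00e-16), and for *pals-6* (WBGene00007660, chromosome I, 13136390 to 13138544) 3.62 and 4.69 (adjusted p = 1.19e-14 and 9.84e-16). The lysozyme gene *ilys-5* (WBGene00017691, chromosome X, 6533490 to 6536840) was lower with both treatments, with log2 fold changes of −2.88 and −4.01 (adjusted p = 1.72e-16 and 1.08e-16). The cytochrome P450 gene *cyp-33C8* (WBGene00019967, chromosome V, 3800782 to 3803542) rose by 6.23 with *cco-1* RNAi (standard error 0.0607, adjusted p = 1.26e-19) and by 1.89 with *his-3* RNAi (standard error 0.0698, adjusted p = 1.09e-12). *ugt-61* (WBGene00018206, chromosome V, 4742422 to 4745373) changed by 1.60 and −2.62 (adjusted p = 1.51e-14 and 7.60e-16), and *gst-10* (WBGene00001758, chromosome V, 2561690 to 2564645) by −2.67 and −3.17 (adjusted p = 1.28e-16 and 1.88e-16).

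**Figure D1:**
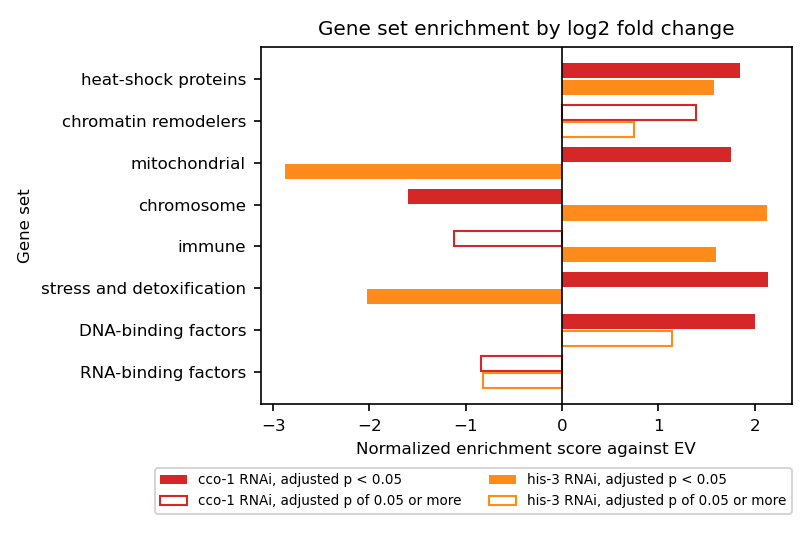
Normalized enrichment scores (horizontal axis, no unit) of 8 gene sets (vertical axis) with *cco-1* RNAi (red) and *his-3* RNAi (orange), filled where the adjusted p is under 0.05 and open otherwise. The mitochondrial bars point in opposite directions, at 1.75 and −2.88, as do those of the chromosome set, the immune set and the stress and detoxification set.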

Importantly, when we examined the affected biological process GO terms, the upregulated genes with both RNAis were enriched for immune- and stress-related terms. This is consistent with the fact that mitochondrial stress has been shown to activate the innate immune response in both *C*. *elegans* and mouse^13,14^, thereby demonstrating that regulation of this response is common between mitochondria and histone stress.

Since *cco-1* RNAi is known to activate the proteostatic UPR^mt^ response^15^, we investigated whether mitochondrial and histone perturbations trigger some common responses to maintain protein homeostasis. Histone depletion and loss of nucleosomes lead to variability in gene expression, or transcriptional noise, and to global increases in gene expression^8,16^. In *Arabidopsis*, the molecular chaperone Hsp90 buffers transcriptional noise deriving from environmental stress to ensure normal development^17^. Furthermore, as Hsp90 is responsible for the nongenetic variability as an adaptation to stress in yeast^18^, we hypothesized that changes in histone levels, like those observed upon *cco-1* and *his-3* RNAi, induce a chaperone-mediated stress response in order to meet the increased demands for proteome maintenance. Notably, in addition to their role in proteostasis, heat-shock proteins are also important regulators of innate immunity^19,20^, the process commonly upregulated upon both *cco-1* and *his-3* RNAi (Supplementary Fig. 1c). 

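Of the 25 heat-shock protein genes in the table, 19 passed the filter on low counts. As a set they scored 1.84 with *cco-1* RNAi (permutation test, adjusted p = 0.00284) and 1.58 with *his-3* RNAi (permutation test, adjusted p = 0.0327), ranking 5 among the 23 sets in both. With *cco-1* RNAi, 11 of the 19 genes were higher than in EV at an adjusted p under 0.05. With *his-3* RNAi, 6 were higher and 10 lower, and the median log2 fold change of the set was −0.12. It became 0.17 when libraries were scaled to *act-1* and *pmp-3*. Relative to all genes it stayed at −0.14 under each of 5 scalings, which move all genes about alike and so could not change it. Past the fold change threshold, 3 genes were higher with each treatment, *hsp-16.2*, *hsp-16.41* and *hsp-16.48*. Without the *hsp-16* genes the set scored 1.25 (permutation test, adjusted p = 0.257) with *cco-1* RNAi and 0.822 (adjusted p = 0.829) with *his-3* RNAi. The camera test in place of the permutation of genes gave adjusted p = 0.0653 and adjusted p = 0.245 for the whole set. *hsp-16.2* (WBGene00002016, chromosome V, 1804334 to 1804957) rose from 44.7 ± 3.96 normalized counts in EV to 672 ± 123 with *cco-1* RNAi and 647 ± 138 with *his-3* RNAi (SD, n = 3 each). Its log2 fold changes were 3.90 (standard error 0.204, adjusted p = 2.91e-11) and 3.85 (standard error 0.203, adjusted p = 9.78e-11), and did not differ between the treatments (adjusted p = 0.748 from the same edgeR test). *hsp-16.41* (WBGene00002018, chromosome V, 1805178 to 1805875) rose from 22.5 ± 3.58 to 463 ± 75.4 and 700 ± 116 normalized counts (SD, n = 3 each), by 4.35 (standard error 0.206, adjusted p = 7.79e-12) and 4.95 (standard error 0.194, adjusted p = 2.32e-12) on the log2 scale. *hsp-16.48* is listed as a pair of genes. The reads of WBGene00002019 (chromosome V, 9088131 to 9088617) gave log2 fold changes of 2.52 (standard error 0.229, adjusted p = 4.46e-08) and 2.92 (standard error 0.221, adjusted p = 9.98e-09), while its near-identical copy WBGene00002020 had 6 reads in all 9 libraries. Unlike *hsp-16.2*, *hsp-16.41* and WBGene00002019 differed between *cco-1* RNAi and *his-3* RNAi, by −0.60 and −0.405 (adjusted p = 0.000238 and 0.0466 from the same edgeR test). The 2 copies of *hsp-16.1* had 4 and 0 reads over the 9 libraries, so that a change in them was not detectable from these counts. *hsp-12.6* (WBGene00002013) had 0, 1 and 3 reads in the EV libraries, 1, 3 and 0 with *cco-1* RNAi and 15, 9 and 15 with *his-3* RNAi. It was not tested, because fewer than 4 libraries had more than 5 reads. *hsp-17* (WBGene00002021, chromosome V, 8384799 to 8385929) rose by 1.98 with *cco-1* RNAi (standard error 0.0403, adjusted p = 1.44e-16) and by 0.67 with *his-3* RNAi (standard error 0.0402, adjusted p = 5.17e-10). The mitochondrial chaperone gene *hsp-6* (WBGene00002010, chromosome V, 4824124 to 4826760) rose by 1.29 with *cco-1* RNAi (standard error 0.0474, adjusted p = 2.59e-13). With *his-3* RNAi its log2 fold change was −0.12 (standard error 0.0468, adjusted p = 0.0409), and 0.17 when scaled to *act-1* and *pmp-3*. This change no longer passed an adjusted p of 0.05 in 7 of the 9 fits with a library left out, nor with upper quartile scaling (−0.039). *hsp-60* (WBGene00002025, chromosome III, 1619742 to 1625803) changed by 0.49 (standard error 0.0504, adjusted p = 1.92e-07) and −0.41 (standard error 0.0506, adjusted p = 3.77e-06).

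**Figure D2:**
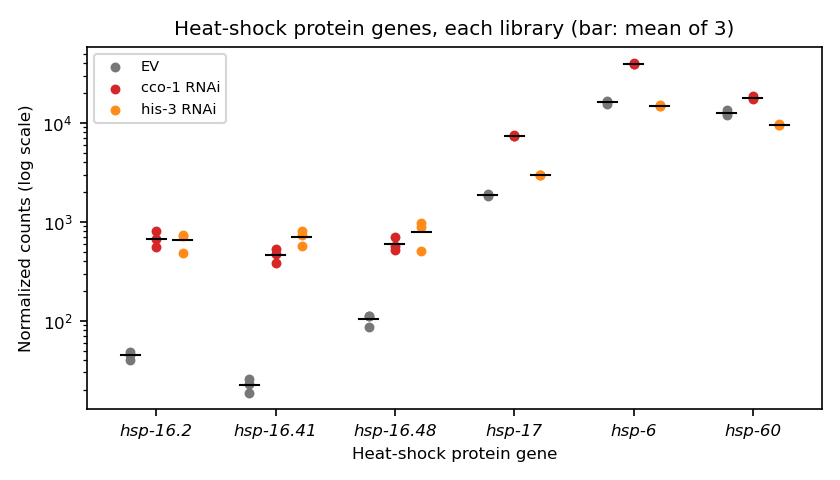
Normalized counts (log scale) of 6 heat-shock protein genes in each library of EV (grey), *cco-1* RNAi (red) and *his-3* RNAi (orange), with a bar at the mean of 3 libraries. For *hsp-16.2*, *hsp-16.41* and *hsp-16.48* every treated library lies above every EV library, while *hsp-6* has means of 16139 in EV, 39515 with *cco-1* RNAi and 14858 with *his-3* RNAi.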

GSEA revealed that heat-shock proteins are among the most enriched in upregulated genes after both *cco-1* and *his-3* RNAi (Supplementary Fig. 1c), indicating that both stressors activate proteostatic response. Next we measured the expression of different chaperones after treatment with *cco-1* or *his-3* RNAi. qRT-PCR showed that both treatments commonly and selectively upregulate the expression of small heat-shock proteins (sHSPs) *hsp-12*.*6*, *hsp-16*.*1*, *hsp-16*.*2*, *hsp-16*.*41*, and *hsp-16*.*48* (Fig. 1c, d), indicating that changes in histone balance trigger a proteostatic response in the cytosol. Increased chaperone expression upon both stressors was strictly heat-shock factor 1 (HSF-1) dependent, as *cco-1* or *his-3* RNAi applied in *hsf-1*(*sy441*) mutants failed to upregulate the expression of sHSPs (Fig. 1e, f). Taken together, although many cellular responses to *cco-1* and *his-3* RNAi are divergent, the innate immune and sHSP response are activated by both of these stressors. 

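Across the 16817 genes, the log2 fold changes of the 2 treatments had a Pearson correlation of 0.456 and a Spearman correlation of 0.465, and 65.9% of genes changed in the same direction. These are correlations across genes, which are not independent replicates. Computed from libraries of the same replicate number, Pearson's r was 0.444, 0.439 and 0.478. Both comparisons use the same EV libraries, and with these divided between them r was 0.431 on average over 6 ways of dividing them. In the direct comparison of the treatments by the same edgeR test and thresholds, 1525 genes differed, 315 higher and 1210 lower with *cco-1* RNAi than with *his-3* RNAi. Among them were 1170 of the genes that *cco-1* RNAi changed against EV and 283 of those that *his-3* RNAi changed. Of the genes changed past the thresholds by both, 63 of the induced and 11 of the repressed ones differed between the treatments in size, 22 genes were lower with *cco-1* RNAi and higher with *his-3* RNAi, and 4 genes the reverse. The median size of the log2 fold change over all genes was 0.44 with *cco-1* RNAi and 0.27 with *his-3* RNAi. From the gene sets enriched with each treatment and the expression of sHSPs, the paper concludes that the responses diverge in many ways while the innate immune and sHSP responses are common to both.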

As the innate immune response upon mitochondrial stress has been shown to be regulated by the transcription factor ATFS-1 in *C*.* elegans* ^13^, we focused our analysis on elucidating the mechanisms underlying the sHSP response.

### Histone and mitochondrial stress induce chromatin remodelers

Since chromatin regulators have been shown to be important mediators of stress responses in yeast^21^, we asked whether they also contribute to the sHSP response arising from mitochondrial (*cco-1* RNAi) and histone (*his-3* RNAi) stress, especially given their role in the yeast heat-shock response^22^. Chromatin remodelers are enzymes affecting chromatin among other things by positioning nucleosomes, inserting histone variants, and regulating nuclear organization^23^. Analyzing our RNA-seq data, *cco-1* and *his-3* RNAi were shown to increase the expression of different chromatin remodelers^24^ (Fig. 2a, Supplementary Fig 1c, Supplementary table 1). 

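All 24 chromatin remodelers shown in Fig. 2a passed the filter on low counts. With *cco-1* RNAi, 22 of them were higher than in EV, 18 of them at an adjusted p under 0.05 from the edgeR test, and only *mrg-1* was lower at that threshold (log2 fold change −0.15, standard error 0.0534, adjusted p = 0.0212), which became 0.019 with libraries scaled to *act-1* and *pmp-3*. With *his-3* RNAi, 19 were higher, 13 of them at an adjusted p under 0.05, and *arp-1* and *hsp-1* were lower at that threshold. Adjusting over the 24 genes alone gave the same counts. The median log2 fold change of the 24 was 0.25 with *cco-1* RNAi and 0.13 with *his-3* RNAi, and stayed above 0 under each of 5 scalings between libraries, with lowest values of 0.25 and 0.10. Relative to all genes it was 0.24 and 0.11 under each scaling, a value that a factor per library could not change. Scaling to the pair of reference genes raised the count with *his-3* RNAi to 22 genes, and leaving out EV replicate 1 lowered it to 6. As a set, the remodelers scored 1.39 with *cco-1* RNAi (permutation test, adjusted p = 0.109) and 0.744 with *his-3* RNAi (permutation test, adjusted p = 0.881). Ranking genes by the signed square root of F raised the first score to 1.70 (permutation test, adjusted p = 0.0124), and DESeq2's size factors in place of TMM turned the second to −0.768. *isw-1* (WBGene00002169, chromosome III, 6703988 to 6710100) went from 3070 ± 101 normalized counts in EV to 4690 ± 178 with *cco-1* RNAi and 3527 ± 170 with *his-3* RNAi (SD, n = 3 each). Its log2 fold change was 0.61 with *cco-1* RNAi (standard error 0.0474, adjusted p = 5.41e-09), the lowest p of the 24, and 0.20 with *his-3* RNAi (standard error 0.0475, adjusted p = 0.00192), and the 2 treatments differed (adjusted p = 7.40e-07). *let-418* (WBGene00002637, chromosome V, 5826833 to 5832831) rose by 0.49 (standard error 0.0483, adjusted p = 1.18e-07) and 0.16 (standard error 0.0483, adjusted p = 0.00859), *lin-53* (WBGene00003036) by 0.36 and 0.15 (adjusted p = 5.53e-07 and 0.00522), and *htz-1* (WBGene00019947, chromosome IV, 4446216 to 4446999) by 0.46 and 0.22 (adjusted p = 1.37e-06 and 0.00276). With *his-3* RNAi the lowest p values of the 24 belonged to *arp-1* (WBGene00013168, chromosome II, 15120301 to 15123345), at −0.32 (standard error 0.0393, adjusted p = 3.04e-06), and *hsp-1* (WBGene00002005, chromosome IV, 17278959 to 17281330), at −0.34 (standard error 0.0552, adjusted p = 7.50e-05). With *cco-1* RNAi these 2 genes changed by 0.081 (adjusted p = 0.0744) and −0.094 (adjusted p = 0.138).

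**Figure D3:**
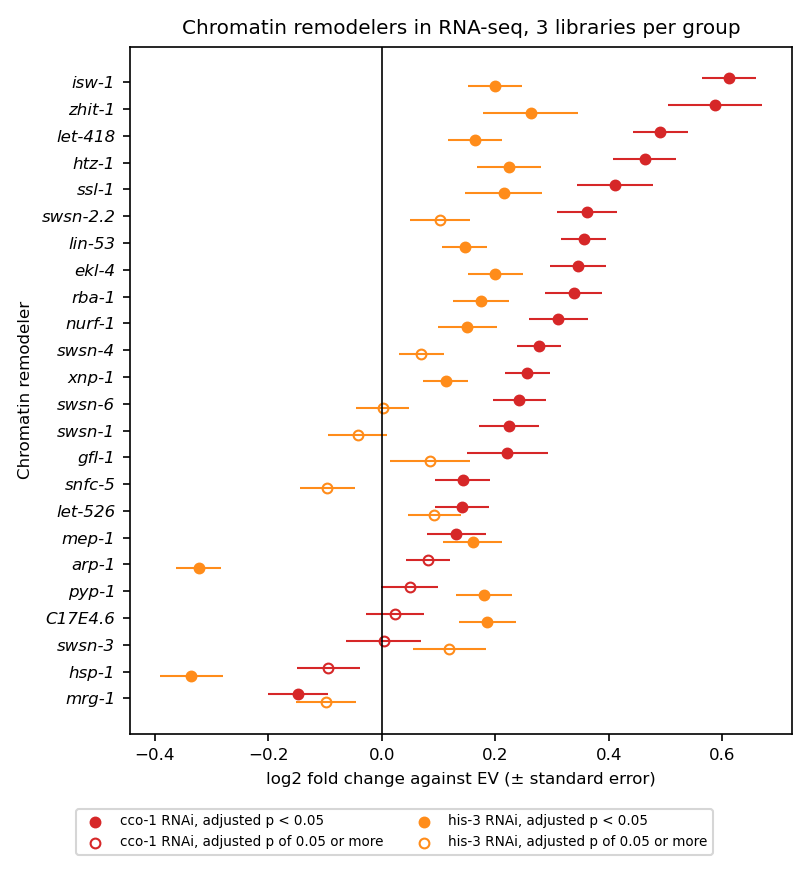
Log2 fold change against EV (horizontal axis, with standard error) of the 24 chromatin remodelers (vertical axis) with *cco-1* RNAi (red) and *his-3* RNAi (orange), 3 libraries per group, filled where the adjusted p is under 0.05 and open otherwise. The values run from −0.15 to 0.61 with *cco-1* RNAi and from −0.34 to 0.26 with *his-3* RNAi.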

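None of the 24 remodelers changed by a log2 fold change of 2 or more with either treatment. In size, the median remodeler ranked at percentile 30.6 of all genes tested with *cco-1* RNAi and at percentile 31.8 with *his-3* RNAi. Against the 24, lists of 24 genes of like expression were drawn 10000 times, and 0.9% of them with *cco-1* RNAi and 0.1% with *his-3* RNAi had a median log2 fold change as high. Of the 24 genes, 19 were higher than in EV with both treatments, 11 of them at an adjusted p under 0.05 in both, and *hsp-1* and *mrg-1* were lower with both. The last 2 were higher with *cco-1* RNAi when scaled to *act-1* and *pmp-3* (0.072 and 0.019). The others, *arp-1*, *snfc-5* and *swsn-1*, were higher with *cco-1* RNAi and lower with *his-3* RNAi, although *snfc-5* and *swsn-1* were higher with *his-3* RNAi as well when libraries were scaled by library size only (0.12 and 0.18 on the log2 scale). In the direct comparison of the treatments, 19 of the 24 differed at an adjusted p under 0.05 from the edgeR test, and in 17 of these the log2 fold change was higher with *cco-1* RNAi. Pearson's r between the log2 fold changes of both treatments over the 24 genes was 0.621, a correlation across genes with shared EV libraries.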

Although the changes in chromatin remodeler expression are not among the strongest when looking at a global level, they are consistent between both treatments (Fig. 2a). Additionally, we selected members of SWI/SNF, ISWI/NURF, NURD/CHD, and SWR1/SRCAP chromatin remodeler complexes and examined their expression with qRT-PCR. Like seen in the RNA-seq experiment, also by qRT-PCR *cco-1* and *his-3* RNAi increased the expression of multiple chromatin remodelers (Fig. 2b, c). Again, although the changes in chromatin remodeler expression are not very strong, they are reproducible between independent experiments. These data suggest that histone and mitochondrial stress, which both affect histone levels, induce a chromatin remodeling response.

**Fig. 2:**
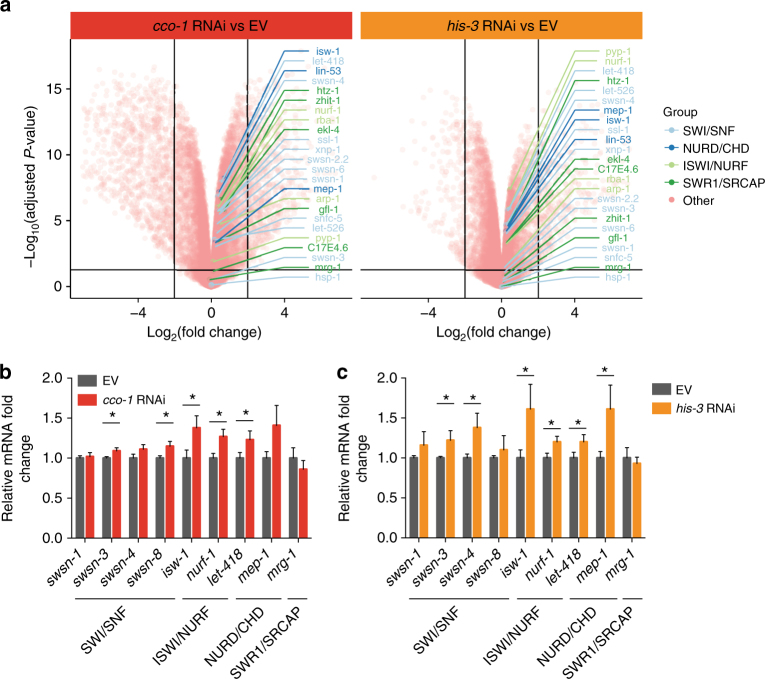
Mitochondrial and histone stress increase the expression of chromatin remodelers. **a** Volcano plots depicting changes in gene expression measured by RNA sequencing after treatment with *cco-1* or *his-3* RNAi. Chromatin remodelers^24^ are highlighted in the plots. The order of chromatin remodelers on the right is based on adjusted *P*-value. **b**,** c** The expression of chromatin remodelers measured by qRT-PCR after treatment with **b** *cco-1* or **c** *his-3* RNAi. In **b** and **c**, N2 worms were collected for qRT-PCR analysis at L4 stage. Bars represent mRNA levels relative to empty vector with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01; unpaired Student’s *t*-test)

As changes in chromatin structure are an integral part of ageing^6^, we asked whether chromatin remodelers upregulated upon histone depletion are involved in the regulation of longevity. To test this, we examined how knockdown of *swsn-3*, *isw-1*, *nurf-1*, and *mep-1* affects *C*. *elegans* lifespan. Since chromatin remodeling enzymes have an important role during the development^25^, we applied an RNAi regimen that ensures efficient gene knockdown already during embryogenesis and early larval stages. For this purpose, we initiated RNAi treatment within the L1–L3 stage of the previous generation (P0) and measured the lifespan of F1 generation (F1 generation still kept on RNAi plates). By using this “pretreatment” RNAi regimen i (Fig. 3a), we found that RNAi against *mep-1* and *nurf-1*, members of the NURD/CHD and ISWI/NURF complexes, respectively, extend lifespan and that RNAi against *isw-1*, a component of the ISWI/NURF complex, significantly reduces lifespan (Fig. 3b, Supplementary Table 2). Owing to the strong and previously unreported effect on longevity, we hence examined the role of ISW-1 in stress responses and longevity.

**Fig. 3:**
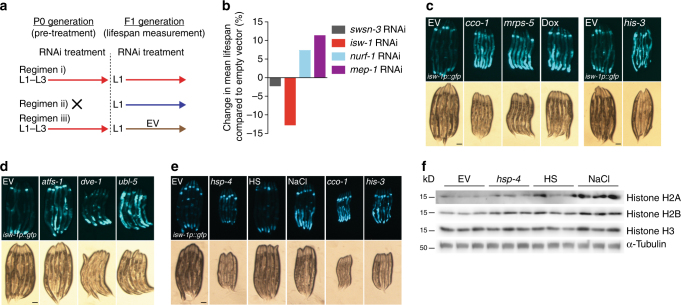
Stressors that modulate histone levels elevate *isw-1* expression. **a** Different RNAi regimens tested in lifespan experiments. (i) RNAi treatment initiated within L1–L3 larvae of previous generation (P0) used for experiment (F1) or (ii) within L1 larvae of generation used for experiment (F1). With regimen (iii), only P0 generation was treated with RNAi, and generation used for experiment (F1) was grown on plates with bacteria expressing empty vector. **b** Bar graph depicting N2 lifespan treated with RNAi against selected chromatin remodelers according to the RNAi regimen i. See Supplementary Table 2 for lifespan statistics. **c**–**e** *gfp* expression in *isw-1* transcriptional reporter (*isw-1p::gfp*) after **c** mitochondrial and histone stress, **d** RNAi of UPRmt core regulators and **e** ER−, heat or osmotic stress. Experiments with *isw-1p::gfp* reporter strain were repeated two to three times (*N* = 12–18). Scale bars, 100 μm. **f** The effect of ER−, heat or osmotic stress on histone H2A, H2B, and H3 protein levels. Results shown are from three biological replicates

### Different stressors modulate *isw-1* expression

ISW-1 is an ATP-dependent chromatin remodeling factor that can function as a part of the NURF (Nucleosome Remodeling Factor) complex in regulation of cell fate^26^. ISW-1 has been shown to be expressed in most of the *C*. *elegans* tissues^26^. Accordingly, in our transcriptional reporter strain, which expresses *gfp* under the *isw-1* promoter, we detected the *isw-1* expression in multiple tissues, with the intestine showing the strongest signal (Supplementary Fig. 2a). To complement the chromatin remodeler expression data obtained by RNA-seq and qRT-PCR (Fig. 2a–c), we induced mitochondrial stress (by using *cco-1* RNAi, *mrps-5* RNAi, doxycycline) and histone stress (by using *his-3* RNAi) within the *isw-1* transcriptional reporter strain and analyzed the *gfp* expression. All treatments increased the green fluorescent protein (GFP) signal (Fig. 3c), demonstrating that both mitochondrial and histone stress have a robust effect on *isw-1* expression. Notably, RNAi against the UPR^mt^ core regulators, *atfs-1*, *dve-1*, and *ubl-5* ^27–29^, also increased *isw-1* expression (Fig. 3d), suggesting that ISW-1 compensates for a defective UPR^mt^.

In addition to mitochondrial and histone stress, we investigated how endoplasmic reticulum (ER) stress (induced by feeding with a *hsp-4* RNAi), heat stress (in 37 °C), and osmotic stress (with NaCl) affect *isw-1* expression using the same transcriptional reporter strain. Heat stress and *hsp-4* RNAi did not affect or caused a mild increase in *gfp* expression, respectively (Fig. 3e). However, the increase in signal upon *hsp-4* RNAi was minor compared to the robust increase in *gfp* signal observed with *cco-1* and *his-3* RNAi (Fig. 3e). In contrast to ER− and heat stress, osmotic stress resulted in robust increase in the *gfp* signal (Fig. 3e). Next we examined how the above-mentioned stressors affect the levels of histone H2A, H2B, and H3, which were modulated upon *cco-1* and *his-3* RNAi (Fig. 1a). Similarly to the changes in *gfp* expression seen in transcriptional *isw-1* reporter (Fig. 3e), osmotic stress caused the most robust induction in histone levels (Fig. 3f). Taken together, these data indicate that *isw-1* expression increases in response to changes in histone levels induced by multiple stressors, although the effect on histones is not identical between different stress conditions (Figs 1a and 3f).

### ISW-1 regulates lifespan and sHSP-mediated stress response

Next we examined the timing of ISW-1-mediated lifespan regulation. Whereas *isw-1* RNAi pretreatment robustly shortens lifespan (Fig. 3a, RNAi regimen i, Fig. 4a, Supplementary Table 2), *isw-1* RNAi treatment initiated from L1 larvae of the generation used for lifespan experiment, i.e., in worms synchronized for lifespan by letting gravid hermaphrodites lay eggs for 4 h, did not affect lifespan (Fig. 3a, RNAi regimen ii, Fig. 4b, Supplementary Table 2). To examine whether *isw-1* RNAi only during the P0 generation affects the lifespan of the F1 generation, we grew the P0 generation on *isw-1* RNAi and let them lay eggs on plates with bacteria containing empty vector. We found that this maternal *isw-1* RNAi exposure (regimen iii) did not affect the lifespan of F1 generation (Fig. 3a, RNAi regimen iii, Fig. 4c, Supplementary Table 2).

**Fig. 4:**
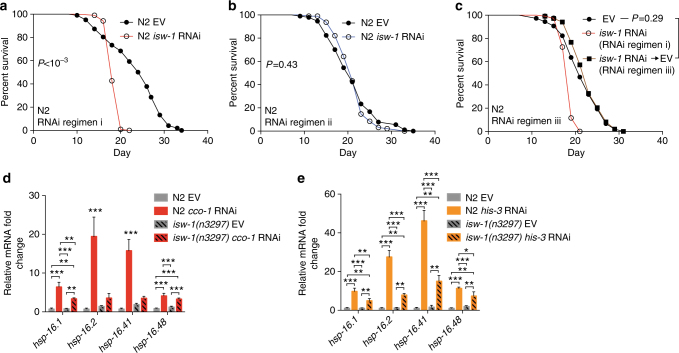
Reduced ISW-1 activity decreases lifespan and the expression of sHSPs. **a**–**c** N2 lifespan on *isw-1* RNAi according to RNAi regimen **a** i or **b** ii or **c** iii. See Supplementary Table 2 for lifespan statistics. **d**, **e** sHSP expression in N2 and *isw-1*(*n3297*) mutant worms upon **d** *cco-1* or **e** *his-3* RNAi. Worms were collected for qRT-PCR analysis at L4 stage. Bars represent mRNA levels relative to N2 worms treated with empty vector with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA with Tukey’s post test)

Intriguingly, *isw-1* RNAi shortened the lifespan of F1 generation only when it was applied on both the P0 and F1 generation (Fig. 4a–c, Supplementary Table 2). Owing to this timing requirement, we hypothesized that, in order to reduce lifespan, *isw-1* expression has to be depleted during both early development and later in adulthood. Treatment of the P0 generation with *isw-1* RNAi strongly reduced the *isw-1* mRNA level in L1 larvae of F1 generation (Supplementary Fig. 2b), demonstrating that, within the lifespan-shortening RNAi regimen i (Fig. 3a), the F1 generation has low *isw-1* expression from early development onwards. When comparing *isw-1* expression between RNAi regimens i and ii (Fig. 3a) at the L4 stage of the F1 generation, we found that *isw-1* RNAi pretreated worms from RNAi regimen i had only slightly lower *isw-1* expression compared to worms from RNAi regimen ii without pretreatment (Supplementary Fig. 2c), suggesting that it is mainly the low *isw-1* expression during development that explains the short lifespan deriving from *isw-1* RNAi regimen i (Fig. 4a). Since *isw-1* RNAi regimen iii (Fig. 3a) did not shorten the lifespan of F1 generation (Fig. 4c), we hypothesized that, although *isw-1* RNAi of the P0 generation strongly decreases the *isw-1* expression in L1 larvae of the F1 generation (Supplementary Fig. 2b), growing these *isw-1* depleted L1 worms on bacteria-expressing empty vector restores the *isw-1* expression at later stages. To test this, we measured *isw-1* expression in day 2 adult worms treated with *isw-1* RNAi regimen i or iii. Despite the transgenerational stability of the RNAi effect in *C*. *elegans*, *isw-1* RNAi regimen iii allowed a partial recovery of *isw-1* expression in day 2 adult worms compared to the worms treated with RNAi regimen i (Supplementary Fig. 2d). This suggests that, even though maternal (P0 generation) *isw-1* RNAi reduced the *isw-1* expression during early development of the F1 generation (Supplementary Fig. 2b), partially restored *isw-1* expression at later stages (Supplementary Fig. 2d) rescues the precocious ageing phenotype and leads to normal lifespan (Fig. 4c). Collectively, these data demonstrate that, to shorten lifespan, *isw-1* expression has to be efficiently depleted during all life stages. Subsequently, as our data indicated that ISW-1 contributes to the longevity also at the later stages of life, we asked whether the abundance of ISW-1, and other chromatin remodelers^24^, is altered in old *C*. *elegans* by re-analyzing an extant proteomic data set^30^. While the protein levels of many chromatin remodeling factors are slightly induced upon ageing, ISW-1 stands out as its expression is robustly increased in old worms (Supplementary Fig. 2e), hence supporting our hypothesis that ISW-1 regulates longevity also during the adulthood.

Next we examined whether ISW-1 is required for the increased sHSP expression upon *cco-1* and *his-3* RNAi treatments, and for this purpose, we used *isw-1*(*n3297*) mutants. Notably, the *isw-1*(*n3297*) mutation is predicted to cause one amino-acid substitution within a non-conserved region of the protein, leading to reduced ISW-1 activity but not to a complete loss of function^26^. The induction of sHSPs by *cco-1* and *his-3* RNAi treatment was blunted in *isw-1*(*n3297*) mutants when compared to wild-type worms (Fig. 4d, e), demonstrating that, in addition to HSF-1 (see Fig. 1e, f), ISW-1 mediates elevated sHSP expression upon mitochondrial and nucleosomal stress. Since both HSF-1 and ISW-1 are required for increased sHSP expression, we examined whether ISW-1 is affecting the binding of HSF-1 to the sHSP promoters. The four *hsp-16* sHSPs form two pairs that share promoters, each having two heat-shock response elements (HRE), which are HSF-1-binding sites (Supplementary Fig. 3a). We treated worms expressing GFP-tagged HSF-1 with combined EV/*cco-1* or *isw-1*/*cco-1* RNAi to induce mitochondrial stress and worms expressing HA-tagged HSF-1 with combined EV/*his-3* or *isw-1*/*his-3* RNAi to induce histone stress and examined HSF-1 binding to sHSP HREs by chromatin immunoprecipitation followed by qRT-PCR. ISW-1 did not affect HSF-1 binding to these HREs (Supplementary Figs 3b, c), suggesting that ISW-1 regulates HSF-1 function through some other mechanism, or alternatively, it regulates sHSP expression independently of HSF-1.

To investigate whether the increased dosage of ISW-1 affects *C*. *elegans* stress responses and lifespan, we created a strain overexpressing *isw-1* under its endogenous promoter. In this *isw-1* overexpression strain (referred as *isw-1* OE strain from now on), *isw-1* expression was at its peak during the larval stages and thereafter rapidly decreased upon development (Fig. 5a). By examining the expression of different chaperone genes, we found that *hsp-16*.*1*, *hsp-16*.*2*, *hsp-16*.*41*, and *hsp-16*.*48*, which were induced upon *cco-1* and *his-3* RNAi (Fig. 1c, d), were likewise strongly upregulated in the *isw-1* OE strain (Fig. 5b). Elevated *isw-1* expression did not affect other proteome maintenance pathways, as proteasome activity was similar between wild-type and *isw-1* OE strain (Supplementary Fig. 4a), although qRT-PCR showed a slight tendency towards a decrease in proteasomal gene expression (Supplementary Fig. 4b). In addition, the expression of transcripts related to autophagy and mitophagy were unchanged in *isw-1* OE strain (Supplementary Fig. 4c). To examine whether changes in histone levels are mediated by ISW-1, or in other words, whether ISW-1 functions upstream of the histones, we tested whether *isw-1* OE affects histone H3 levels. Immunoblot analysis of Histone H3 levels showed that this was not affected in the *isw-1* OE strain (Supplementary Fig. 4d), thus indicating that the observed phenotypes in the *isw-1* OE strain are not due to the changes in histone levels.

**Fig. 5:**
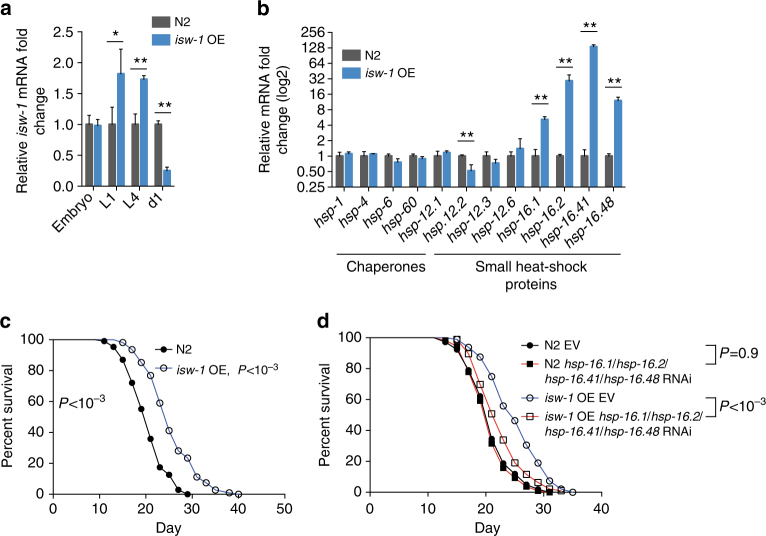
ISW-1 overexpression increases lifespan and the expression of sHSPs. **a** *isw-1* expression in *isw-1* OE strain. **b** Chaperone expression in *isw-1* OE strain. In **b**, worms were collected for qRT-PCR analysis at L4 stage. In **a** and **b**, bars represent mRNA levels relative to N2 worms treated with empty vector with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01; unpaired Student’s *t*-test). **c** N2 and *isw-1* OE strain lifespan. **d** N2 and *isw-1* OE strain lifespan on sHSP RNAi. See Supplementary Table 2 for lifespan statistics

Since whole-life *isw-1* knockdown shortens lifespan (Fig. 4a), we asked how *isw-1* overexpression affects lifespan. Despite the temporal nature of the elevated *isw-1* expression (Fig. 5a), we found that the *isw-1* OE strain lived significantly longer compared to the wild type (Fig. 5c, Supplementary Table 2). To confirm that longevity of *isw-1* OE strain is dependent on *isw-1*, we measured the lifespan of this strain on *isw-1* RNAi. Importantly, RNAi was done according to the regimen ii (Fig. 3a) to avoid the effect of *isw-1* RNAi on lifespan at normal conditions. *isw-1* RNAi abolished the lifespan extension of the *isw-1* OE strain (Supplementary Fig. 5a, Supplementary Table 2), thereby further highlighting the role of ISW-1 on longevity.

Chaperones are lifespan mediators of long-lived mutants^31^, and therefore, we asked whether these stress proteins are contributing to *isw-1* OE strain longevity. In order to reduce the expression of each upregulated sHSP, we treated *isw-1* OE strain simultaneously with *hsp-16*.*1*, *hsp-16*.*2*, *hsp-16*.*41*, and *hsp-16*.*48* RNAi. This combined RNAi treatment did not affect the lifespan of wild type but significantly decreased the lifespan of *isw-1* OE strain (Fig. 5d, Supplementary Table 2), demonstrating that increased sHSP expression in *isw-1* OE strain is a prerequisite for its effect on longevity.

### ISW-1 regulates mitochondria- and histone-mediated longevity

Owing to its role in driving the cytosolic sHSP response upon mitochondrial stress, we examined whether ISW-1 is contributing to the mitochondrial-mediated longevity. *cco-1* RNAi resulted in a much less pronounced lifespan increase in *isw-1*(*n3297*) mutants compared to wild-type worms (Fig. 6a, Supplementary Table 2). Notably, *cco-1* RNAi modulates histone levels also in *isw-1*(*n3297*) mutants, as both histone mRNA and histone H3 protein levels are altered (Supplementary Figs 5b, c), thereby demonstrating that reduced lifespan extension in *isw-1*(*n3297*) mutants upon mitochondrial perturbation (Fig. 6a) is not due to the lack of a modulating effect on histones.

**Fig. 6:**
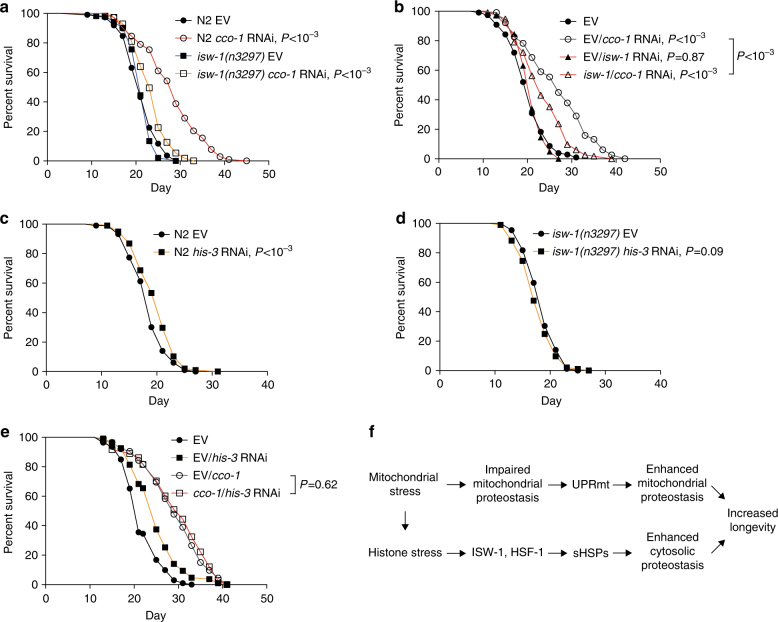
ISW-1 is required for mitochondria- and histone-mediated longevity. **a** N2 and *isw-1*(*n3297*) mutant lifespan on *cco-1* RNAi. **b** N2 lifespan on combined *isw-1* and *cco-1* RNAi according to RNAi regimen ii (see Fig. 3a). **c** N2 lifespan on *his-3* RNAi. **d** *isw-1*(*n3297*) mutant lifespan on *his-3* RNAi. **e** N2 lifespan on combined *cco-1* and *his-3* RNAi. See Supplementary Table 2 for lifespan statistics. **f** Model based on data presented here

To further study whether ISW-1 is required for mitochondria-mediated longevity, we treated worms simultaneously with *isw-1* and *cco-1* RNAi according to the RNAi regimen ii (Fig. 3a). Although ISW-1 has been shown to be required for RNAi function^32^, simultaneous *isw-1* and *cco-1* RNAi treatment did not affect the *cco-1* knockdown efficiency (Supplementary Fig. 5d). Similarly, as observed with the *isw-1*(*n3297*) mutants (Fig. 6a), reduced *isw-1* expression did not completely suppress but significantly blunted the lifespan extension arising from *cco-1* knockdown (Fig. 6b, Supplementary Table 2). Collectively, these results demonstrate that ISW-1 is required for lifespan extension deriving from mitochondrial perturbation.

As histone stress was found to trigger sHSP and chromatin remodeler response (Figs 1d and  2a, c), we investigated whether it also affects longevity. *his-3* RNAi resulted in a slight but significant extension of lifespan in wild-type N2 worms (Fig. 6c, Supplementary Table 2). However, *his-3* RNAi failed to extend lifespan of *isw-1*(*n3297*) and *hsf-1*(*sy441*) mutants (Fig. 6d and Supplementary Fig. 5e, Supplementary Table 2), thus demonstrating that these factors, which are mediating the increase in sHSP expression upon *his-3* RNAi (Figs 1f and 4e), are also required for histone-mediated longevity. Although combined EV/*his-3* RNAi increased wild-type lifespan, combined treatment with *cco-1*/*his-3* RNAi did not further extend the long lifespan of EV/*cco-1* RNAi-treated worms (Fig. 6e, Supplementary Table 2), indicating that histone and mitochondrial stress extend lifespan through similar mechanisms.

## Discussion

Chromatin remodeling contributes to stress responses and longevity, as, for example, the SWI/SNF complex is required for responses against heat and oxidative stress and for normal lifespan in *C*. *elegans* ^33^. The observations that mild *isw-1* overexpression is sufficient to robustly increase the expression of only sHSPs (Fig. 5b) and that the longevity of *isw-1* OE strain is significantly blunted by decreased sHSP expression (Fig. 5d) are strong indicators that ISW-1 controls specifically the expression of sHSPs. Although increased *isw-1* expression during developmental stages is adequate to prolong lifespan (Fig. 5a, c), *isw-1* expression has to be robustly reduced from the early development and throughout the adulthood in order to decrease lifespan (Fig. 4a–c). Interestingly, inactivation of yeast *isw2* (the ortholog of *C*. *elegans isw-1*) prolongs replicative lifespan, which is due to the elevated stress responses^34^. The differential outcome of *isw2* depletion on lifespan compared to *isw-1* knockdown in *C*. *elegans* could be due to the fact that yeast has two ISWI chromatin-remodeling ATPases, ISW1 and ISW2, which may have compensatory effects regarding longevity. In addition, yeast replicative lifespan is thought to reflect ageing in mitotically active cells, whereas lifespan experiments in *C*. *elegans* can be considered to monitor the maintenance of non-dividing cells.

Related to life-long *isw-1* RNAi regimen required to shorten lifespan (Figs 3a and 4a–c), mitochondrial stress and associated epigenetic modifications have to occur during development in order to extend lifespan^2,3,35^. One explanation for the role of ISW-1 in lifespan regulation is that it produces and maintains lifespan-promoting epigenetic modifications during both development and adulthood. In this hypothesis, the loss of ISW-1 during development could be compensated by its function during adulthood and vice versa. Similarly, as we see that *isw-1* knockdown within one generation reduces the mitochondria-derived longevity without affecting the wild-type lifespan (Fig. 6b), postdevelopmental *isw-1* RNAi was reported to shorten the lifespan of long-lived insulin/insulin-like growth factor-1 signaling (IIS) mutants^36^. Notably, both mitochondrial stress and reduced IIS result in increased expression of sHSPs (Fig. 1c and ref.^37^), suggesting that ISW-1 is required to promote cytosolic proteostasis during the later stages of life, thereby contributing to the extended longevity in the above-mentioned conditions. sHSPs have been shown to be important in preventing protein aggregation in disease models and promoting lifespan, especially in IIS mutants^31,38,39^. Our data add to these reports by showing that, in addition to the convergence between the transcription factors DAF-16 and HSF-1 on sHSPs, also ISW-1-mediated regulation of sHSP expression is important in longevity.

Mitochondrial dysfunction is buffered by pleiotropic stress response pathways^40^. One of these pathways is the UPR^mt^, which promotes mitochondrial proteostasis and lifespan extension by inducing the expression of mitochondrial chaperones and proteases^12,15,28,40^. Our findings demonstrate that, in parallel to the UPR^mt^, mitochondrial stress activates a robust cytosolic sHSP-mediated stress response. Previously, it was shown that depletion of the mitochondrial Hsp70 family chaperone, HSP-6, enhances cytosolic proteostasis via changes in lipid biosynthesis^41^. As *cco-1* RNAi, which was used to stress mitochondria also in our study, does not affect the expression of genes involved in lipid synthesis^41^, it is likely that RNAi of *hsp-6* and *cco-1* activate the cytosolic chaperone-mediated response through alternative pathways. Intriguingly, both mitochondrial stress and histone depletion have a similar effect on the expression of histones and chromatin remodelers (Figs 1a, b and 2a–c). As both stressors trigger a common sHSP response, we propose that, in addition to the changes in lipid biosynthesis^41^, stressed mitochondria modulate histone levels, which in turn activates ISW-1-mediated chromatin remodeling and HSF-1, resulting in increased expression of sHSPs and prolonged lifespan (Fig. 6f). Importantly, as both mitochondrial and histone stress induces the expression of many chromatin remodelers (Fig. 2a–c), one has to keep in mind that ISW-1 may not be the only chromatin remodeling factor that is required for lifespan extension deriving mitochondrial and histone perturbations.

Why conditions such as mitochondrial or nucleosomal perturbations modulate histone expression, and thereby most likely nucleosome and chromatin structure, is an outstanding question. One plausible explanation follows the model proposed earlier, in which a free soluble pool of histones promotes yeast lifespan by enhancing the removal of post-translationally modified and damaged histones and facilitating the repackaging of nucleosome-free genomic regions into chromatin, thus resulting in more tightly packed chromatin and reduced genomic instability and transcriptional noise^7^. Hence, different stressors could change histone expression to rearrange the epigenetic landscape in order to modulate transcriptional programs. In our model, changes in histone levels increase *isw-1* expression, which then promotes protein folding and disaggregation in the cytosol to protect from concurrent transcriptional noise caused by altered chromatin structure (Fig. 6f). In support of this hypothesis, mitochondrial variability has been shown to produce transcriptional noise^42–44^, whereas age-associated loss of histones induces a global increase in transcription^8^. The cytosolic sHSPs are ideally positioned to buffer challenged cytosolic proteostasis and altered cellular function, as they are reported to have widespread effects on stress responses and cell survival, including prevention of protein aggregation, stimulation of protein degradation through the proteasome and autophagy pathways, activation of innate immune response, and inhibition of mitochondrial apoptotic pathways^19^.

Although proteostatic defense is based on compartment-specific stress responses, interplay between different cellular proteostasis subnetworks emerged as an essential factor for organismal survival. Mitochondria are at the crossroad between cellular compartments. The work presented here demonstrates that the mitochondria and nucleus share a common stress response, which is associated with changes in histone expression resulting in chromatin remodeling and enhanced cytosolic proteostasis (Fig. 6f). These results underline the importance of chromatin structure and remodeling in orchestrating cellular stress responses to promote longevity.

## Methods

### *C*. *elegans* strains and maintenance

For all experiments, worms were maintained at 20 °C. The N2 (Bristol) strain was used as the wild type. N2, *isw-1*(*n3297*) (MT16012), *hsf-1*(*sy441*) (PS3551), HSF-1::GFP (OG497), and HSF-1::HA (OG646) strains were obtained from the Caenorhabditis Genetics Center (CGC). Transcriptional AUW5: *epfEx4[isw-1p::gfp]* and AUW8: *epfIs7[isw-1p::gfp]* reporter strains and AUW7: *epfIs6[isw-1p::isw-1 + myo-2p::gfp]* overexpression strain were generated within this study.

### Plasmids and generation of transgenic *C*. *elegans* strains

*isw-1p::gfp* expression vector was created by amplifying 1563 bp sequence upstream from the transcription start site of *isw-1*-coding region by using *C*. *elegans* genomic DNA (primers used for cloning are listed in Supplementary Table 3). The PCR product was digested with PciI and AgeI and ligated into the *pPD30*.*38* expression vector containing *gfp* coding sequence cloned between inserted AgeI and NotI restriction sites. Two independent lines carrying *isw-1p::gfp* transgene as extrachromosomal array and one line carrying integrated *isw-1p::gfp* transgene were analyzed in the study. To create vector expressing *isw-1* under its endogenous promoter, *isw-1* ORF was amplified from *C*. *elegans* cDNA. The PCR product was digested with AgeI and NheI and ligated into the *pPD30*.*38* expression vector containing *isw-1p::gfp* to replace *gfp*-coding sequence between AgeI and NheI restriction sites. Injection marker *myo-2p::gfp* was cloned by amplifying 1179 bp sequence upstream from the transcription start site of *myo-2*-coding region by using *C*. *elegans* genomic DNA. PCR product was digested with PciI and AgeI and ligated into the *pPD30*.*38* expression vector containing *isw-1p::gfp* to replace *isw-1* promoter sequence between PciI and AgeI restriction sites. All transgenic strains were created by using microinjection. *isw-1p::gfp* and *isw-1p::isw-1* extrachromosomal arrays were integrated into the genome by using gamma irradiation. After integration, *isw-1* transcriptional strain and *isw-1* overexpression strain were backcrossed three and six times with the wild type, respectively.

### RNAi and doxycycline treatment

Bacterial clones for RNAi (*cco-1*, F26E4.9; *his-3*, T10C6.12; *mrps-5*, E02A10.1; *swsn-3*, Y71H2AM.17; *isw-1*, F37A4.8; *nurf-1*, F26H11.2; *mep-1*, M04B2.1; *dve-1*, ZK1193.5; *ubl-5*, F46F11.4; *hsp-4*, F43E2.8) were taken from the Ahringer RNAi library (https://www.sourcebioscience.com/products/life-science-research/clones/rnai-resources/c-elegans-rnai-collection-ahringer/), except *atfs-1* (ZC376.7) RNAi clone, which was taken from Vidal RNAi library (https://www.sourcebioscience.com/products/life-science-research/clones/rnai-resources/c-elegans-orf-rnai-resource-vidal/). In chromatin remodeler RNAi lifespan experiments with RNAi regimen i, L2–L3 worms of P0 generation were put to RNAi plates, and progeny from these worms (F1 generation) were used for lifespan. In other lifespan and fluorescent worm imaging experiments, gravid adult worms (P0 generation) were let to lay eggs on treatment plates, and this generation (F1) was used for experiments. In qRT-PCR and proteasome activity assays, worms were synchronized by bleaching, let to hatch overnight in M9 solution, and plated to the indicated RNAi plates as L1 larvae. In experiments that used day 2 adult worms (*isw-1* expression analysis of day 2 adult worms and proteasome activity assays), worms were transferred to plates containing 10 µM of 5-Fluorouracil (Sigma) at the L4 larval stage in order to prevent progeny production. In experiments with doxycycline, worms were grown on plates containing doxycycline (15 μg/ml) (Sigma) from L1 larvae.

### Lifespan analysis

*C*. *elegans* lifespan experiments were carried out at 20 °C. To prevent progeny production, worms were transferred to plates containing 10 µM of 5-Fluorouracil (Sigma) at the L4 larval stage. Worms that had exploded vulva or that crawled off the plate were censored. Worms were counted as dead if there was no movement after poking with a platinum wire. Lifespans were checked every 1–2 days. For lifespan data, mean lifespan ± standard error (s.e.) is reported (Supplementary Table 2). Statistical significances were calculated by using the log-rank (Mantel-Cox) method.

### RNA sequencing

Total RNA was extracted by using TriPure Isolation Reagent (Roche) and assessed for degradation using an Advanced Analytical Agilent Fragment Analyzer. All 9 samples have an RNA Quality Number >9.6. Ilumina Truseq stranded polyA-mRNA library was prepared and sequenced for 100 cycles at the Genome Technologies Facility at the University of Lausanne. The 9 samples were multiplexed and sequenced on one lane of an Illumina Hiseq 2500, yielding a minimum of 26 million reads per sample. All obtained results passed the FastQC quality check and were subsequently mapped to the *C*. *elegans* reference genome using STAR aligner (version 2.5.3a). The Ensembl Release 83^45^ genome fasta and GTF annotation files were used as the reference. There was an average of ~90% uniquely mapped reads. Counts per gene were obtained using HTseq-count^46^ (version 0.7.2). Genes with >5 reads in >3 samples were retained in the analysis. The limma package^47^ was used for differential expression, where two contrasts were assigned: the *cco-1* RNAi effect (*cco-1* RNAi vs. EV) and the *his-3* RNAi effect (*his-3* RNAi vs. EV). Genes with a Benjamini–Hochberg adjusted *P*-value <0.05 and an absolute log fold change of 2 were considered differentially expressed. GSEA was performed using the clusterProfiler package^48^. GO genesets in gmt format were obtained from GO2MSIG (release of April 2015). We added some custom genesets to the biological process terms list (Supplementary Table 1). For each treatment, all expressed genes were ordered by decreasing fold change based on the differential expression analysis. For each analysis and GO category, we performed 100,000 permutations using the “fgsea” option, a minimum gene set size of 5, and a maximum of 1000. False discovery rate-adjusted *P*-values were calculated using the Benjamini–Hochberg method.

### Quantitative RT-PCR

Worms were synchronized by bleaching and plated to RNAi plates as L1 larvae. Worms were collected from plates with M9 solution and freezed immediately in liquid nitrogen minimizing the time worms stayed in the solution. NucleoSpin RNA Isolation Kit (Macherey-Nagel) was used for RNA extraction from embryos and L1 larvae. TriPure Isolation Reagent (Roche) was used to extract RNA from L4 larvae and day 1 and day 2 adult worms. cDNA synthesis was carried out with the QuantiTect Reverse Transcription Kit (Qiagen) and qRT-PCR reactions were run with the SYBR Green reagent (Roche) using Lightcycler 480 (Roche). qRT-PCR data were normalized to the expression of *act-1* and *pmp-3*. qRT-PCR oligos used in this study are provided in Supplementary Table 4. Statistical significances were analyzed by using Student’s *t*-test or one-way analysis of variance (ANOVA).

### *C. elegans* imaging

GFP expression profile of *isw-1p::gfp* strain was imaged in L4 larvae by using Zeiss Axioplan microscope using 10 × 0.3 NA objective. *his-3*, *his-8*, *cco-1*, *mrps-5*, *atfs-1*, *dve-1*, *ubl-5*, and *hsp-4* RNAi and doxycycline-, heat-shock-, and NaCl-treated *isw-1p::gfp* strain was imaged at day 1 of adulthood with a standard stereomicroscope with fluorescent light source (Nikon). For all imaging, worms were paralyzed with 10 mM tetramisole (Sigma).

### Heat stress and osmotic stress

In western blot and *isw-1p::gfp* transcriptional reporter assays, worm plates were put to 37 °C for 90 min. Worms were lysed/imaged after 4 h recovery period in 20 °C. For western blot, heat shock was given at L4 larval stage and, for *isw-1p::gfp* reporter worms, at day 1 of adulthood. For osmotic stress, worms were cultured from hatching on plates containing 250 mM NaCl.

### In vitro proteasome activity assay

Day 2 adult worms were used for proteasome activity assays. For these experiments, freshly collected worms were lysed in proteasome activity assay buffer (50 mM Tris-HCl, pH 7.4, 250 mM sucrose, 5 mM MgCl2, 0.5 mM EDTA, 0.5 mM ATP, and 1 mM dithiothreitol) using plastic pestle fit for 1.5 ml Eppendorf tube. Lysate was centrifuged at 15,000×*g* for 15 min at 4 °C. In all, 10 µg of total protein was used in assays with 100 µM of Suc-Leu-Leu-Val-Tyr-AMC (Bachem) to measure chymotrypsin-like proteasome activity. Proteasome inhibitor MG132 was used with 25 µM concentration. Peptide cleavage was measured with VICTOR × 4 plate reader (PerkinElmer) using black OptiPlate-96 F-plates (PerkinElmer). Statistical significances were analyzed by using one-way ANOVA.

### Immunoblot analysis

Worms were synchronized by bleaching and plated to RNAi plates as L1 larvae. Worms were collected from plates at L4 stage with M9 solution and freezed immediately in liquid nitrogen minimizing the time worms stayed in the solution. Worms were lysed in RIPA buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% NP-40, 1% sodium deoxycholate, 0,1% sodium dodecyl sulfate (SDS)) with sonication. Lysates from L4 larvae worms were resolved by SDS–polyacrylamide gel electrophoresis. Histone H2A (ab88770, used with 1:400 dilution), H2B (ab52484, used with 1:1000 dilution), and H3 (ab1791, used with 1:1000 dilution) antibodies were purchased from Abcam, histone H4 antibody (sc-10810, used with 1:400 dilution) from Santa Cruz, and α-tubulin antibody (T5168, used with 1:1000 dilution) from Sigma. Uncropped membrane slices are shown in Supplementary Fig. 6.

### Chromatin immunoprecipitation

Worms were synchronized by bleaching and plated to RNAi plates as L1 larvae. For each RNAi condition, 15,000 worms (three biological replicates, 5000 per replicate) were used. Worms were collected from plates at L4 stage with M9 solution and crosslinked for 30 min with 2% formaldehyde under rocking. After crosslinking, worms were incubated in 0.125 M glycine for 15 min under rocking. Worms were sonicated in RIPA buffer: samples from the experiment with *his-3* RNAi and HSF-1::HA were sonicated with probe sonicator, and samples from the experiment with *cco-1* RNAi and HSF-1::GFP were sonicated with Covaris sonicator. Both methods produced DNA fragments of approximately 100–500 bp. HSF-1::HA was immunoprecipitated with anti-HA-agarose (A2095, Sigma, 50 μl used for each pulldown) and HSF-1::GFP with GFP antibody (Abcam, ab290, 3 μg used for each pulldown) and Protein G Dynabeads (ThermoFisher). DNA fragments were extracted with phenol–chlorophorm–isoamylalcohol and precipitated with ethanol. qRT-PCR primers used to quantify precipitated DNA fragments are listed in Supplementary Table 4.

### Quantification and statistical analysis

Statistical tests and the sample sizes were chosen based on studies with similar experimental design. Sample sizes were chosen without performing statistical tests. Data meet the assumption for each statistical test used. Randomized or blinded experiments were not performed. For all bar graphs, mean ± standard deviation (s.d.) is represented.

### Data availability

Data supporting the results reported in this article are available from the corresponding author upon request. Gene expression data have been deposited in GEO under accession code GSE105036.

## Electronic supplementary material

Supplementary information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

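Worm RNA was measured by stranded sequencing of polyadenylated RNA in 9 libraries, 3 from worms fed the empty vector (EV), 3 from worms fed *cco-1* RNAi and 3 from worms fed *his-3* RNAi. The authors aligned the reads with STAR to the *C. elegans* genome and counted reads per gene with HTSeq, and the deposited table gives counts for 46739 genes in the 9 libraries, with no normalization and no filter. The 5 summary lines that HTSeq adds, such as reads that aligned to several places, were read for the depth of the libraries and left out of the gene tests. The groups were taken from the labels of the samples. The replicate numbers in these labels give the only pairing between groups, and same-numbered libraries come from different cultures.

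Between 25129763 and 32017517 reads per library lay on genes, and the 10 genes with the most reads took between 4.66 and 5.49% of them. With libraries of this size, the spread between replicates and not the counting error sets the precision of genes with high counts. For genes with low or moderate counts, such as *hsp-16.2* in EV with 39 to 51 reads, the counting error matters as well. The biological coefficient of variation was 4.92%. TMM factors lay between 0.915 and 0.939 in EV, 0.993 and 0.994 with *cco-1* RNAi, and 1.06 and 1.11 with *his-3* RNAi.

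Genes with more than 5 reads in more than 3 samples were kept, which left 16817 genes, of which 15978 have a symbol and 16702 a position in the annotation. Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The counts were scaled by TMM, a single model with a mean for each of the 3 groups was fitted to all 9 libraries, and the quasi-likelihood F test was applied to *cco-1* RNAi against EV, to *his-3* RNAi against EV and to the difference between the treatments. A prior count of 0.125 entered the log2 fold changes. Genes with an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested) and a log2 fold change of at least 2 in size were counted as differentially expressed, the thresholds of the paper. The paper names limma for its test, and limma-voom was run as an alternative. The standard error of a log2 fold change is its size divided by the square root of F. The overlap between the lists of the treatments was tested with a one-sided Fisher's exact test over the genes tested.

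Gene set enrichment used fgsea 1.28.0 on all genes tested, ranked by log2 fold change, with 100000 permutations of genes, seed 1, and sets of 5 to 1000 genes. The 23 sets were defined from gene symbols and short lists of genes, and the adjusted p is over these sets within a treatment. GO terms were not used here. The sets were fixed before the counts were examined, with 2 exceptions made when the annotation had been read: the set of the mitochondrial genome was defined as the protein-coding genes of that genome, and *cox-5B*, the name under which the annotation lists *cco-1*, was added. The 24 chromatin remodelers are those shown in Fig. 2a. Lists of genes matched to them in expression were drawn 10000 times.

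Genes are named in the text by a rule set beforehand. It takes every gene that the paper names, the remodelers, the 5 shared induced and the 5 shared repressed genes whose smaller change is largest, the 5 genes with the largest change up and down in each comparison with a mean normalized count of at least 100, and the 3 members of each gene set with the lowest p. From these lists the text names a part.

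The procedure was tested on simulated counts for 16817 genes with 200 genes changed. edgeR recovered 199 of them with 0 false calls, limma-voom 199 with 1 false call, and DESeq2 200 with 0 false calls. A planted gene set was recovered with a score of 2.38 (permutation test, adjusted p = 0.000615). In the real libraries, 11912 genes with *cco-1* RNAi and 9213 with *his-3* RNAi passed the adjusted p threshold of the edgeR test. With *his-3* RNAi, 544 differentially expressed genes were higher and 120 lower. The simulation, with 200 changed genes, does not test TMM or false calls under changes this broad or unbalanced. The size of the planted changes is not given here, so their recovery does not speak for genes near the fold change threshold.

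The alternatives chosen beforehand were limma-voom (limma 3.58.1) and DESeq2 (1.42.0) in place of edgeR, DESeq2's size factors, upper quartile, library size only and the reference genes *act-1* and *pmp-3* in place of TMM, other filters on low counts, other thresholds, a prior count of 2, a test against a log2 fold change of 1, fitting only the groups compared, the replicate number as a block, leaving out each library, leaving out sperm genes, ranking genes by the signed square root of F, the camera test, and gene sets without their dominant members. Alternatives added after the data had been seen are marked as such in the closing section. The sequence of the genome and raw reads were not used here, so that reads shared between near-identical genes were not reassigned. The experiments by qRT-PCR, western blot, microscopy and lifespan were not analysed here.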

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

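The tests in this part were chosen after the scores of the set were known and before their own outcomes were. The set of F-box and MATH proteins, a large family of genes that the paper does not discuss, was among the most enriched sets with both treatments. Its normalized enrichment score was 1.94 with *cco-1* RNAi (permutation test, adjusted p = 0.000214) and 1.92 with *his-3* RNAi (permutation test, adjusted p = 9.95e-05), in both cases the smallest p that the permutations can give, and it ranked 3 of 23 sets with each treatment. Of the 226 genes tested, 114 were higher and 34 lower than in EV with *cco-1* RNAi, and 103 were higher and 27 lower with *his-3* RNAi, at an adjusted p under 0.05 from the edgeR test. The median log2 fold change was 0.39 and 0.32.

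Technical explanations were weighed by the following tests. Under 5 scalings between libraries the lowest median was 0.39 with *cco-1* RNAi and 0.29 with *his-3* RNAi. With *cco-1* RNAi the scalings other than TMM raised the median of all genes, so they could not lower that of the set. Relative to all genes the median of the set was 0.39 and 0.30 under each scaling. A factor per library moves all genes about alike, so this relative value could not change and does not test the scaling. After the log2 fold changes were corrected for exon length and expression, the scores were 1.81 and 1.97. Of 10000 lists of genes of like expression, 0% had a median as high with either treatment, and the medians of these lists were 0.030 and 0.12. A few genes did not take most of the counts, since the top 10 genes held between 4.66 and 5.49% of the reads of each library. The median depth of the treated libraries, 27889589 and 27892514 reads, was below that of EV, 29119625. Many genes of this family resemble each other, and reads shared between them cannot be separated in the table. Reads that aligned to several places made up between 6.33 and 6.58% with *cco-1* RNAi and between 6.30 and 6.60% with *his-3* RNAi, less than the 6.90 to 7.27% in EV, but their genes are not known. All libraries were counted in the same way, but whether uncounted shared reads of this family differed between groups cannot be told from the table. A common response of this family to both treatments is no more than a hypothesis found and tested on the same data.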

How the results depend on the processing

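The comparisons were recomputed under alternatives set before the data were examined, except where stated. Of 405 such values for counts of genes, gene set scores, remodelers and the correlation, 348 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times, 29 were classed as moved, 11 no longer passed, 1 newly passed and 16 reversed. Of the 29, 3 were correlations between 0.402 and 0.432, against 0.456, and so stayed within 1.5 times. The others were counts that moved further. Where a result changed, the cause was not tested unless a value is given. Scaling by library size only moved the median log2 fold change of all genes to 0.10 with *cco-1* RNAi and 0.24 with *his-3* RNAi, and scaling to *act-1* and *pmp-3* moved it to 0.17 and 0.31, from 0.0061 and 0.020. Relative to these medians, no gene set median moved by more than 0.02 over the 5 scalings, since a factor per library moves all genes about alike.

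The counts of genes depended most on the fold change threshold. At a log2 fold change of 1, 1813 genes were higher and 1978 lower with *cco-1* RNAi, 1324 higher and 606 lower with *his-3* RNAi, 796 and 243 were shared, and 3570 differed between the treatments. With no fold change threshold these were 5872, 6040, 4525, 4688, 2867, 2760 and 11544. The test against a log2 fold change of 1 gave 1284 genes higher with *cco-1* RNAi, 388 lower with *his-3* RNAi, 141 shared repressed and 2648 differing. With at least 10 reads in every sample there were 399 genes higher and 642 lower with *cco-1* RNAi, 191 higher with *his-3* RNAi, 99 shared induced and 826 differing. Without a filter 951 genes were higher with *his-3* RNAi. A filter on every sample leaves out genes silent in EV however high they are when treated, so these counts do not separate depth from the change itself. For genes with at most 3 reads in each EV library, depth limits the fold change to a lower bound. With limma-voom, DESeq2, other scalings, a prior count of 2 or an adjusted p under 0.01, every count of genes stayed within 1.5 times its value. limma-voom with quantile normalization, chosen after seeing the data, gave 195 genes lower with *his-3* RNAi.

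The correlation between treatments was 0.432 without a filter, 0.402 with filterByExpr and 0.431 with the EV libraries divided between the treatments.

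The replicate number as a block gave 276 and 38 shared genes, 727 higher and 1111 lower with *cco-1* RNAi and 546 higher and 120 lower with *his-3* RNAi. Deviations of same-numbered libraries from their group means correlated between −0.040 and 0.043 across all genes. Across the more highly expressed genes the range was −0.12 to 0.17, with 0.16, 0.17 and 0.065 for the EV and *cco-1* RNAi pairs, and that of differently numbered libraries of different groups was −0.21 to 0.25.

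The number of increased remodelers with *his-3* RNAi was 20 with library size only, 22 with *act-1* and *pmp-3* as reference and 20 with limma-voom on library sizes, chosen after seeing the data. Over the alternatives set before the data were examined this number ran from 9 to 22. It lay between 6 and 14 over the 9 fits that each left out a library, and with *cco-1* RNAi between 14 and 19. The score of the remodeler set with *his-3* RNAi reversed with DESeq2's size factors (−0.768 in edgeR and in DESeq2) and without a filter (−1.02), and lay between −0.814 and 0.824 with a library left out. Over the alternatives set before the data were examined the score ran from −1.02 to 1.11. After correction for exon length and expression, chosen after seeing the data, the score was 1.40 (permutation test, adjusted p = 0.147). With *cco-1* RNAi it passed the threshold only when genes were ranked by the signed square root of F (1.70, permutation test, adjusted p = 0.0124), with a range of 1.30 to 1.70 over the alternatives.

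The score of the immune set with *cco-1* RNAi reversed in 7 of the 14 alternatives set before the data were examined that give a score, and in 1 of the 9 fits with a library left out. It scored 1.33 with library size only, 1.36 with *act-1* and *pmp-3*, 1.32 with upper quartile, 1.35 with a prior count of 2, 1.54 with at least 10 reads in every sample, 1.28 with filterByExpr, 1.23 when ranked by the signed square root of F and 1.28 after correction for exon length and expression, the last chosen after seeing the data. With a library left out it lay between −1.15 and 1.28. The chromosome set with *cco-1* RNAi weakened to −1.28 with at least 10 reads in every sample and −0.681 when ranked by the signed square root of F, and reversed to 0.424 without the core histones, which shows that it rests on them. With *his-3* RNAi the chromosome set fell to 1.11 without the core histones. The genes for chromosome structure, with 50 higher and 9 lower with *his-3* RNAi, scored 1.09 (permutation test, adjusted p = 0.423). After the correction for exon length and expression they scored 1.56 (permutation test, adjusted p = 0.0116), so whether the enrichment rests on the histones alone depends on this correction. Without the *hsp-16* genes the heat-shock proteins scored 1.25 and 0.822. The RNA-binding set with *his-3* RNAi reversed to 0.794 with library size only, 0.807 with *act-1* and *pmp-3*, 0.496 with upper quartile and 0.962 after the correction for length and expression, which turned the DNA-binding set to −0.964.

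The camera test in place of the permutation of genes gave p = 0.0653 and p = 0.245 for the heat-shock proteins with *cco-1* and *his-3* RNAi. With *cco-1* RNAi it gave p = 0.057 for the mitochondrial set, p = 0.12 for the DNA-binding set and p = 0.219 for the stress and detoxification set, and, in place of permutation, p = 0.996 for the chromosome set and p = 0.625 for the immune set, both reversed. The immune set with *his-3* RNAi had p = 0.179 in place of its permutation p.

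Of 234 values with a library left out, 230 kept their direction and side, and between 88.6 and 98.5% of the differentially expressed genes were called again. Of the log2 fold changes of single genes, 1547 of 1610 kept their direction and side of the threshold, 25 newly passed, 17 no longer passed and 21 reversed, and with a library left out 1180 of 1216 did. The reversed ones are small changes with a scaling that shifts all genes. With library size only and with *act-1* and *pmp-3*, respectively, the log2 fold changes with *his-3* RNAi were 0.035 and 0.11 for *asd-2*, 0.0063 and 0.075 for *his-24*, 0.13 and 0.20 for *hsp-4*, 0.10 and 0.17 for *hsp-6* and for *tomm-70*, 0.12 and 0.19 for *mrg-1*, 0.12 and 0.20 for *snfc-5*, and 0.18 and 0.25 for *swsn-1*, and that of *hsp-1* with *cco-1* RNAi was 0.0016 and 0.072. With *act-1* and *pmp-3* alone, *dnj-10* with *his-3* RNAi was 0.011 and *mrg-1* with *cco-1* RNAi 0.019. *swsn-1* with *his-3* RNAi was 0.037 with upper quartile and between −0.11 and 0.011 with a library left out.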

Differences from the paper's values

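The paper states 199 genes up and 51 genes down in both treatments, against 276 and 38 here. Neither pair differs by more than 1.5 times. The paper's text also states that the shared induced genes were 4 times as many as the repressed ones, against a ratio of 7.26 here. Among the alternatives set before the data were examined, the count of genes up came closest with a prior count of 2, at 189 up and 36 down (ratio 5.25). The count of genes down came closest without a filter, at 325 up and 57 down. The ratio was 3.54 with at least 10 reads in every sample, where the counts were 99 and 28. Counts more than 1.5 times apart from the paper's in both directions were obtained with library size only, with *act-1* and *pmp-3* as reference, with at least 10 reads in every sample, with a log2 fold change of 1 or no fold change threshold, and with the test against a log2 fold change of 1, and in the upward direction without a filter. limma-voom with quantile normalization, chosen after seeing the values, gave 198 up and 51 down, a ratio of 3.88. The paper's text names limma and no normalization, so this is the setting under which the values fall beside the paper's and not necessarily its method.

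The paper states that induced genes were enriched for immune terms with both treatments. The immune families used here, which are not GO terms, scored −1.12 with *cco-1* RNAi (permutation test, adjusted p = 0.282). The score was positive and past the threshold with *act-1* and *pmp-3* as reference (1.36), with library size only (1.33), with upper quartile scaling (1.32), with a prior count of 2 (1.35), with at least 10 reads in every sample (1.54), with filterByExpr (1.28), with ranking by the signed square root of F (1.23) and, in a setting chosen after seeing the values, with correction for exon length and expression (1.28). The adjusted p of these ranged from 0.00205 to 0.0485. It also states stress terms for both, and the stress and detoxification families scored −2.03 with *his-3* RNAi (permutation test, adjusted p = 0.000524), lower in every setting tried, from −2.45 to −1.74 over the alternatives set before the data were examined. The heat-shock proteins, which also belong to stress responses, were higher in score with both.

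The paper states common terms of nucleic acid binding. The DNA-binding families scored 2.00 with *cco-1* RNAi and 1.14 with *his-3* RNAi (permutation test, adjusted p = 0.000239 and 0.265), and the RNA-binding families did not pass the threshold with either. No setting tried brought the DNA-binding families with *his-3* RNAi or the RNA-binding families past it. Among the sets not counted here as nucleic acid binding, the cytosolic ribosome was lower with both treatments. It scored −1.65 with *cco-1* RNAi and −2.64 with *his-3* RNAi (permutation test, adjusted p = 0.00284 and 0.000251). After the correction for exon length and expression these scores were −1.17 and −0.806 and no longer passed.

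Fig. 2a lists the remodelers by adjusted p. With *his-3* RNAi it puts *pyp-1*, *nurf-1* and *let-418* first and *hsp-1* last, whereas *arp-1* and *hsp-1* had the lowest p here, at −0.32 and −0.34. With *act-1* and *pmp-3* as reference they changed by −0.031 and −0.046 and were no longer past the threshold. With *cco-1* RNAi *isw-1* had the lowest p here.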

Other observations

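The tests of depth for genes without reads in EV, of matched lists for the *pals* genes, of the stage at harvest for the collagens and of lists of like exon length for the core histones were chosen after the result was seen. The other tests were chosen before their outcomes were known.

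Each result of the fitted models was compared with other splits of the same 6 libraries into groups of 3. A split was compared only where it parts all same-numbered pairs as the real one does, which leaves 4 splits of 10, so that no result can reach a share under 0.05. None of the other splits gave a differentially expressed gene or an increased remodeler. At an unadjusted p under 0.05 of the edgeR test, which in these splits is raised by the treatment difference left inside each group, they gave between 90 and 110 genes with *cco-1* RNAi, between 148 and 352 with *his-3* RNAi and between 140 and 251 between the treatments, and 0 increased remodelers. Accordingly, 1 of the 4 splits gave as many genes with *cco-1* RNAi, with *his-3* RNAi and between the treatments, and 1 of the 4 as many increased remodelers with either. For the gene set scores with *cco-1* RNAi, 1 of the 4 splits was as large for the chromosome set and the stress and detoxification set, 2 of the 4 for the heat-shock proteins, the remodelers, the immune set and both nucleic acid binding sets, and 3 of the 4 for the mitochondrial set. With *his-3* RNAi, 1 of the 4 was as large for the remodelers, the mitochondrial set and the DNA-binding set, and 2 of the 4 for the heat-shock proteins and the chromosome, immune, stress and detoxification, and RNA-binding sets. Each of the other splits sets 2 libraries of a group and 1 of the other against the reverse, which leaves part of the treatment difference between the groups. A normalized score does not depend on the size of the difference, so the counts of scores do not test the grouping of the libraries. For the results that join both treatments, group names were exchanged within replicate numbers, 100 times of 108 possible. Of these 100, the real assignment included, 8 gave as many shared induced genes, 12 as many shared repressed genes and 61 as large a correlation, with highest values of 1005 genes, 266 genes and 0.979. Of the 8 and the 12, 4 each keep the EV libraries as the control, the real assignment among them, and the remaining 4 and 8 make a treatment the common control. With a control mixed from several groups, 0 gave as many shared genes and 50 gave as large a correlation. The treatment differences thus remain in the assignments with as many shared genes, so they do not test chance alone.

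The correlation of the log2 fold changes between the treatments fell from 0.456 to 0.431 when the EV libraries were divided between them, so that the shared EV libraries explain little of it.

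The increase of the remodelers was tested against scaling and against a shift of all genes of like expression. Over 5 scalings the lowest median log2 fold change was 0.25 with *cco-1* RNAi and 0.10 with *his-3* RNAi. With *cco-1* RNAi the scalings other than TMM raised the median of all genes, so they could not lower that of the remodelers. Relative to all genes the median of the remodelers was 0.24 and 0.11 under each scaling, which could not come out otherwise and does not test the scaling. Of 10000 lists of genes of like expression, 0.9% and 0.1% had a median as high. Expression level does not account for the shift in the tests run. With *his-3* RNAi the scalings tried left the median above 0, while with *cco-1* RNAi they could not test it. The number of splits is too small to exclude the grouping of the libraries. With *cco-1* RNAi, 18 of the 24 genes were higher and 1 lower at an adjusted p under 0.05 from the edgeR test. Between 14 and 19 were higher with a library left out. The edgeR results argue against the grouping of the libraries as the source of the shift with *cco-1* RNAi, although the 24 genes are not independent. The fits with a library left out keep the real grouping and do not test it. With *his-3* RNAi the count fell from 13 to 6 without EV replicate 1, so the question stays open.

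The paper measured histone genes by qRT-PCR. It reports little change of the core histones with *cco-1* RNAi, apart from slightly higher H3 genes. With *his-3* RNAi it reports a rise of every histone gene measured but *his-24*. The sequencing of the same conditions gives the following values, in which the lower core histones with *cco-1* RNAi differ from the paper's result. Of the 72 core histone genes in the table, 37 were tested. With *his-3* RNAi, 21 of them were differentially expressed and higher. The 3 tested core histone genes with the lowest p, *his-40*, *his-38* and *his-41*, had log2 fold changes of 3.45, 2.37 and 1.30, the last under the fold change threshold. With *cco-1* RNAi, 12 were differentially expressed and lower, and the same genes changed by −2.77, −2.64 and −0.31. *hil-1* rose by 2.70 with *cco-1* RNAi and 2.27 with *his-3* RNAi, and *his-24* changed by −1.42 and −0.21, the latter becoming 0.075 with *act-1* and *pmp-3* as reference. Under 5 scalings the lowest median of the core histones with *his-3* RNAi was 2.19, after correction for exon length and expression together their score was 2.44 against 2.29 before, and of 10000 lists of genes of like exon length 0% had a median as high. Neither scaling nor exon length accounts for their increase in these tests. Core histone transcripts largely lack a poly(A) tail, and whether their capture differed between groups was not tested. Reads shared between near-identical histone genes cannot be separated, so no biological reading is given.

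Of the reference genes of the qRT-PCR, *act-1* had a log2 fold change of −0.47 (adjusted p = 1.17e-05) with *cco-1* RNAi and −0.64 (adjusted p = 6.99e-07) with *his-3* RNAi, and *pmp-3* 0.14 (adjusted p = 0.0141) and 0.060 (adjusted p = 0.291). *atfs-1* rose by 0.97 and 0.46, *dve-1* changed by −0.82 and 0.28, *hsf-1* by 0.082 (adjusted p = 0.187) and 0.070 (adjusted p = 0.294), and *hsp-4* by −0.71 and −0.088. The result for *hsf-1* depends on the scaling. It passed the threshold in both treatments with library size only, with upper quartile and with *act-1* and *pmp-3* as reference. With these reference genes it changed by 0.25 and 0.36, where the median of all genes was 0.17 and 0.31.

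Reads shared between identical gene copies limit the *hsp-16* genes. The copies of *hsp-16.1* had 4 and 0 reads in the 9 libraries and the second copy of *hsp-16.48* had 6, against 4492 for the first. Whether reads of *hsp-16.1* were discarded or counted elsewhere cannot be told from the table.

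Libraries from *his-3* RNAi held reads on genes without a read in EV. On genes with 0 reads in a pair of EV libraries, the remaining EV library had a CPM between 27.5 and 28.1, the *cco-1* RNAi libraries between 55.3 and 63.4 and the *his-3* RNAi libraries between 189 and 238. The lowest value with *his-3* RNAi is above the highest value in EV although the depths overlap, so depth does not explain it. Genomic DNA would spread reads evenly. The test took the 2424 protein-coding genes and pseudogenes with known exon length and 0 reads in all 3 EV libraries. An even spread, fitted to the number of these genes left without a read, accounts for 12.6% of the 10746 reads with *his-3* RNAi. This share would be higher if some of the genes can hold no unique reads, which was not tested. The 20 genes with the most reads held 56.8% of the reads. The share of reads outside genes was also higher with *his-3* RNAi, between 0.969 and 1.13% against 0.746 to 0.785% in EV, so that genomic DNA may add a part of the reads. A candidate explanation for the others is the expression of genes that are silent in EV, which rests on the same data.

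The 26 *pals* genes tested had a median log2 fold change of 2.76 with *his-3* RNAi, with 22 higher at an adjusted p under 0.05 from the edgeR test and 16 differentially expressed, and 0.38 with *cco-1* RNAi. Of 10000 lists of genes of like expression, 0% had a median as high with *his-3* RNAi and 4.64% with *cco-1* RNAi. Whether reads are shared between these genes was not tested.

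The mitochondrial set was lower with *his-3* RNAi under each scaling tried, with a median between −0.43 and −0.11. After correction for exon length and expression its score was −1.42 (permutation test, adjusted p = 0.0182) against −2.88 before, and of its parts only the mitochondrial ribosome still passed, at −1.87 (adjusted p = 0.000478 of the permutation test). The nuclear genes of oxidative phosphorylation scored −1.22, the import factors and chaperones −0.931 and the genes of the mitochondrial genome 1.05 (permutation test, adjusted p = 0.239, 0.645 and 0.574). The rank correlation of the log2 fold changes with exon length was −0.00099, and which part of the correction moved the score was not tested.

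With *cco-1* RNAi the collagens scored −2.33 and the hedgehog-related genes −2.02 (permutation test, adjusted p = 8.74e-05 for both, the smallest the permutations can give), with 110 of 169 collagens and 46 of 68 hedgehog-related genes lower at an adjusted p under 0.05. With *his-3* RNAi the collagens scored −1.33 (permutation test, adjusted p = 0.0232), with 91 of 169 lower at that threshold of the edgeR test but 3 higher and 0 lower among the differentially expressed genes, while the hedgehog-related genes scored 0.848 (permutation test, adjusted p = 0.829). The vitellogenins were lower with both treatments, with scores of −1.70 and −1.88. These families change with the stage of the worms, and a difference in stage at harvest was examined with the sperm genes, which scored −1.91 with *cco-1* RNAi and 0.717 with *his-3* RNAi. After correction for exon length and expression, chosen after seeing the data, the collagens and the sperm genes scored −2.36 and −1.81 with *cco-1* RNAi (permutation test, adjusted p = 0.000127 and 0.000421), but 0.972 and 1.51 with *his-3* RNAi (permutation test, adjusted p = 0.633 and 0.0267), so that the direction of the collagens with *his-3* RNAi depends on this correction. The stage and the treatment cannot be told apart from these values. Among the 1112 genes counted as lower with *cco-1* RNAi and the 120 with *his-3* RNAi, 0 were sperm genes (one-sided Fisher's exact test, p = 1 for both). That test could not come out otherwise, since the lowest log2 fold change of a sperm gene was −1.05 with *cco-1* RNAi and −0.27 with *his-3* RNAi, so whether a difference in timing lowered other genes cannot be told. At an adjusted p under 0.05 of any size, 78 of the 85 sperm genes were lower with *cco-1* RNAi (one-sided Fisher's exact test, p = 3.54e-27), and with *his-3* RNAi they were not over-represented (p = 1 from the same exact test).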
